# Transcriptome-wide organization of subcellular microenvironments revealed by ATLAS-Seq

**DOI:** 10.1093/nar/gkaa334

**Published:** 2020-05-18

**Authors:** Danielle A Adekunle, Eric T Wang

## Abstract

Subcellular organization of RNAs and proteins is critical for cell function, but we still lack global maps and conceptual frameworks for how these molecules are localized in cells and tissues. Here, we introduce ATLAS-Seq, which generates transcriptomes and proteomes from detergent-free tissue lysates fractionated across a sucrose gradient. Proteomic analysis of fractions confirmed separation of subcellular compartments. Unexpectedly, RNAs tended to co-sediment with other RNAs in similar protein complexes, cellular compartments, or with similar biological functions. With the exception of those encoding secreted proteins, most RNAs sedimented differently than their encoded protein counterparts. To identify RNA binding proteins potentially driving these patterns, we correlated their sedimentation profiles to all RNAs, confirming known interactions and predicting new associations. Hundreds of alternative RNA isoforms exhibited distinct sedimentation patterns across the gradient, despite sharing most of their coding sequence. These observations suggest that transcriptomes can be organized into networks of co-segregating mRNAs encoding functionally related proteins and provide insights into the establishment and maintenance of subcellular organization.

## INTRODUCTION

Subcellular organization is critical for compartmentalization of intracellular processes and spatiotemporal control of RNA metabolism and protein translation. RNAs distribute to distinct microenvironments such as the ER (1,2), the leading edge of the cell (3), axons (4), and dendrites (5).These patterns facilitate cellular functions (6), including cell fate determination (7), directed movement (8), embryonic patterning (9), and synaptic plasticity (10). RNAs can be localized by RNA binding proteins (RBPs), via formation of ribonucleoprotein (RNP) particles or RNA transport granules that may travel on cytoskeleton (11). For example, zipcode-binding protein localizes β-actin mRNA to the leading edge of fibroblasts (12), and the She2/She3/Myo4 complex localizes Ash1 mRNA to budding yeast tips (13). *Cis*-elements unique to each mRNA, even at the isoform level, control the repertoire of RNA binding proteins (RBPs) that they recruit. For example, constitutive or alternative 3′ UTRs of mRNAs can recruit specific RBPs that influence both RNA and protein fate (14–16). Indeed, different RNPs can influence formation of granules or compartments with differing physical properties (17–19) and these properties could play a role in dictating their final destinations. One potential reason to co-distribute RNAs is to facilitate efficient co-translation or co-assembly of the proteins they encode. While extensive efforts have been focused on mapping interactions between *cis*-elements and *trans*-factors (20), a major challenge remains to characterize how RNAs are distributed across different types of RNPs and whether they may be localized to distinct subcellular microenvironments.

Many techniques have been developed to study subcellular localization of RNA. *In situ* hybridization (21) offers high accuracy and resolution, especially with single molecule approaches, but is generally low throughput. To address this limitation, techniques such as MERFISH (22) and FISSEQ (23) have been developed to simultaneously visualize thousands of RNAs. In spite of these advances, *in situ* approaches do not easily reveal physical or biochemical properties of the subcellular compartments to which these RNAs localize. Without super-resolution or expansion microscopy, it can be challenging to determine whether RNAs are associated with structures such as membranes, vesicles, or the cytoskeleton. Proximity labeling techniques using BirA or APEX (24), coupled to deep sequencing, have provided alternative routes towards identifying these associations. However, it is challenging to apply these techniques to tissues *in vivo*, and they require exogenous introduction of fusion proteins to biotinylate specific organelles. Traditional biochemical fractionation is therefore an attractive alternative to separate RNPs with distinct biophysical properties (25). Sedimentation across density gradients have been used to stratify protein complexes across cellular compartments (26) and analyses of sedimentation profiles reveal differences that are typically hidden from both image-based and enrichment-based methods. Fractionation combined with sequencing has been used to analyze the transcriptome of specific cellular compartments that are purifiable (27,28), but this approach has not been used to analyze transcriptomes of many cellular compartments simultaneously with high resolution.

Here, we describe ‘Assigning Transcript Locations Across Sucrose-Sequencing’ (ATLAS-Seq), a detergent-free method that fractionates tissue homogenate across a continuous sucrose gradient by density ultracentrifugation, followed by RNA sequencing and mass spectrometry. We have used this approach to develop a map of the subcellular organization of the transcriptome in mouse liver and find that transcripts encoding proteins involved in similar biological processes display similar sedimentation profiles. These profiles reflect a wide array of cellular compartments and correlate with RBP sedimentation patterns, making predictions about regulatory associations. Global characterization of these profiles is a first step towards the elucidation of how RNA–protein interactions generate and maintain these subcellular compartments.

## MATERIALS AND METHODS

### Subcellular fractionation

Wild-type FVB female mouse livers were dissected and washed in ice cold PBS. Tissue was placed in a tube containing 0.25 M buffered sucrose solution, 20mM Tris, water supplemented with protease inhibitor cocktail and 10 mM ribonucleoside-vanadyl complex (VRC) as a ribonuclease inhibitor) with 2.8 mm ceramic beads and placed in a bead homogenizer to homogenize tissue. Homogenized tissue was centrifuged at 5000 × g for 10 min to remove nuclei. A Biocomp Gradient Master™ was using to generate an 11 ml 10–50% sucrose gradient (with 10 mM VRC). Homogenate was layered onto the gradient, and components were resolved by ultracentrifugation in an SW41 rotor for 3 h at 30 000 rpm (4°C). Twenty-four 0.5 ml fractions were collected from the gradient using the BioComp Piston Gradient Fractionator™. Fractions were split for RNA and protein extraction. RNA was extracted from each fraction by Direct-zol RNA miniprep kit. Ten equivalents of EDTA (relative to the VRC concentration) were added to each sample in Trizol-reagent before ethanol was added to remove the ribonucleoside-vanadyl complex. Protein concentrations were measured by the Pierce BCA protein assay kit.

### RNA-Seq

The Kapa stranded RNA-Seq with RiboErase kit was used for prepare libraries according to manufacturer's instructions. An equal mass (500 ng) of RNA was used as input to each individual library. Libraries quality was assessed using a BioAnalyzer (Agilent, Santa Clara, CA, USA) and quantified using a Qubit (Life Technologies) prior to pooling for sequencing. Pooled libraries were 75-bp paired-end sequenced on an Illumina Next-Seq 550 v2.

### Mass spectrometry

Proteins were reduced with 10 mM dithiothreitol for 1 h at 56^o^ C and then alkylated with 55 mM iodoacetamide for 1 h at 25^o^C in the dark. Proteins were digested with modified trypsin at an enzyme/substrate ratio of 1:50 in 100 mM ammonium bicarbonate, pH 8.9 at 25^o^C overnight. Trypsin activity was halted by addition of acetic acid (99.9%) to a final concentration of 5%. Peptides were desalted using C18 SpinTips (Protea, Morgantown, WV, USA) and then vacuum centrifuged. Peptide labeling with TMT 10-plex was performed per manufacturer's instructions. Lyophilized samples were dissolved in 70 μl ethanol and 30 μl of 500 mM triethylammonium bicarbonate, pH 8.5, and the TMT reagent was dissolved in 30 μl of anhydrous acetonitrile. The solution containing peptides and TMT reagent was vortexed and incubated at room temperature for 1 h. Samples labeled with the ten different isotopic TMT reagents were combined and concentrated to completion in a vacuum centrifuge.

Peptides were separated by reverse phase HPLC (Thermo Easy nLC1000) using a precolumn (made in house, 6 cm of 10 μm C18) and a self-packed 5 μm tip analytical column (12 cm of 5 μm C18, New Objective) over a 140-min gradient before nanoelectrospray using a QExactive mass spectrometer (Thermo). Solvent A was 0.1% formic acid and solvent B was 80% MeCN/0.1% formic acid. The gradient conditions were 0–10% B (0–5 min), 10–30% B (5–105 min), 30–40% B (105–119 min), 40–60% B (119–124 min), 60–100% B (124–126 min), 100% B (126–136 min), 100–0% B (136–138 min), 0% B (138–140 min), and the mass spectrometer was operated in a data-dependent mode. The parameters for the full scan MS were: resolution of 70 000 across 350–2000 *m/z*, AGC 3e^6^ and maximum IT 50 ms. The full MS scan was followed by MS/MS for the top 10 precursor ions in each cycle with an NCE of 32 and dynamic exclusion of 30 s. Raw mass spectral data files (.raw) were searched using Proteome Discoverer (Thermo) and Mascot version 2.4.1 (Matrix Science). Mascot search parameters were: 15 ppm mass tolerance for precursor ions; 15 mmu for fragment ion mass tolerance; two missed cleavages of trypsin; fixed modifications were carbamidomethylation of cysteine and TMT 10-plex modification of lysines and peptide N-termini; variable modifications were methionine oxidation.

### Read mapping, expression analysis, and isoform quantitation

Reads were aligned using Spliced Transcripts Alignment to a Reference (STAR) algorithm (29). RNA-Seq reads were quantified, pseudo-aligned to an mm10 Refseq index, and counted as transcripts per million (TPMs) using the Kallisto quantification program (30). For mitochondrial RNAs reads were pseudo-aligned to an Ensembl mm10 index and the TPM counts for annotated mitochondrial-encoded RNAs from the resulting Kallisto tpm table was used to plot the distribution of mitochondrial-encoded RNAs across the ATLAS-Seq gradient (Figure 3B). RefSeq and Ensembl TPM tables can be found in Supplementary Table S2. The Mixture of Isoforms (MISO) (31) program was used to quantitate alternative isoforms. Only isoforms with <0.2 confidence interval across all fractions were analyzed.

### GO analysis

Data release from AmiGO 2 version: 2.5.12 was used to determine GO enrichments (32). Panther GO enrichment analysis (33) was used to determine GO enrichments for all analyses in the paper with one exception. *P*-values were determined by Fisher's exact test with Bonferroni correction for multiple testing. In Figure 4C, GOrilla (34) was used to determine cellular component GO enrichment categories for single lists. The lists for Figure 4C were ranked from highest to lowest Pearson correlation for positive association and from lowest to highest for negative correlation. GOrilla computed an uncorrected *P*-value according to the HG model and the FDR *q*-value was corrected using the Benjamini-Hochberg method.

### Comparing ATLAS-Seq to ribosome profiling

Ribosome profiling was performed in mouse liver cells (35). Fastq files for ribosome profiling and RNA-Seq in mouse liver were downloaded from NCBI (GEO Accession GSE67305) and processed by Kallisto (30). Fastq files for ribosome profiling performed in HEK293T cells were downloaded from NCBI (GEO Accession GSE65778) (36). Fastq files for TRIP-Seq polysome profiling performed in HEK293T cells were downloaded from NCBI (GEO Accession GSE69352). For Figure 2, weighted counts from polysome sequencing or ATLAS-Seq were calculated similarly to Floor *et al.* (37):

ATLAS-Seq or polysome sequencing weighted counts = }{}$\mathop \sum \limits_{i\ {\rm{ = \ }}x}^y i{n_{\rm{i}}}$

For ATLAS-Seq, *x* = 3 and *y* = 24. For polysome sequencing, *x* = 1 and *y* = 7. Essentially, TPMs were weighted by the fraction number, e.g. }{}${n_{\rm{i}}}$ is the TPM count in the }{}$i$th fraction, where }{}$i$is the fraction number.

### smiFISH and probes

smiFISH was performed according to (38). 3D Z-stacks were captured by epifluorescence using a Zeiss LSM880 using a 63× 1.4 NA objective and an Axiocam MRm camera. Cy3- or Cy5-conjugated Y flaps were used as secondary probe detectors for all primary probes. All probes and flaps produced and purchased from Integrated DNA Technologies (IDT) following protocols as listed in (38). All primary probe sequences are provided in Supplementary Table S4. NIH 3T3 cells were grown on chamber slides (Lab-Tek) in 10% FBS DMEM media. For smiFISH in liver, wild-type FVB mouse livers were cryosectioned into 7 uM sections and then subjected to the smiFISH protocol. DAPI staining was used to identify nuclei and all coverslips were mounted with Vectashield.

### RBP analysis

RBPs were defined using publicly available datasets of previously characterized RBPS (39,40). Overlap between these datasets and our list of peptides obtained from our mass spectrometry identified 148 RBPs in our mass spectrometry dataset. The peptide profile of each RBP was correlated with the mean profile of RNAs in each ATLAS-Seq RNA cluster.

### Quantification and statistical analysis

Graphs were generated using Matplotlib version 2.2.2. Statistical Analyses were performed using Python, SciPy 1.1.0 and NumPy 1.14.3 libraries. Statistical parameters, statistical tests, and statistical significance (*P* value) are reported in the figures and their legends. Two independent, biological replicate gradients were generated from mouse liver. Each replicate was analyzed independently, with ‘gradient 2’ being the replicate used for all main figures. For hierarchical clustering analysis, the SciPy.cluster.hierarchy library was used. All Correlations were calculated using NumPy corrcoef function which returns a Pearson correlation coefficient for variables. Wilcoxon rank-sum tests were used to compute statistical significance.

## RESULTS

### Detergent-free sucrose fractionation of liver lysate separates RNA signatures by their cellular microenvironments

In this study, we applied ATLAS-Seq to mouse liver. Approximately 80% of mouse liver by weight is composed of hepatocytes (41), minimizing contributions from other cell types that could confound interpretation of fractionation profiles. In addition, previous studies of liver have performed velocity sedimentation, followed by fractionation and mass spectrometry, to generate a ‘fingerprint’ of co-fractionating proteins and protein complexes across the gradient (26). We performed similar velocity sedimentation of a detergent-free, post-nuclear liver lysate across a 10–50% sucrose gradient (Figure 1A). Notably, although velocity sedimentation only yields modest enrichment of particular organelles at specific densities relative to density equilibrium approaches, it can be advantageous for generating unique fingerprints for a variety of RNP, RNA and membrane-associated complexes across the full spectrum of the gradient. We collected 24 fractions from homogenized supernatant and subjected 17 with sufficient protein content (fractions 3–19) to mass spectrometry (Supplementary Table S1). The normalized abundance of known organelle markers including calnexin (endoplasmic reticulum, ER), clathrin (clathrin-coated vesicles), Gapdh (cytosol), Psma1 (proteasome) and catalase (peroxisome) were plotted across the gradient (Figure 1B) and showed patterns similar to previous studies (26). Importantly, we observed that these well-established organellar markers do not always peak at a specific density, but rather peak at different gradient fractions and exhibit distinct profiles, potentially reflecting the microenvironmental preferences of each protein in the cell.

**Figure 1.**
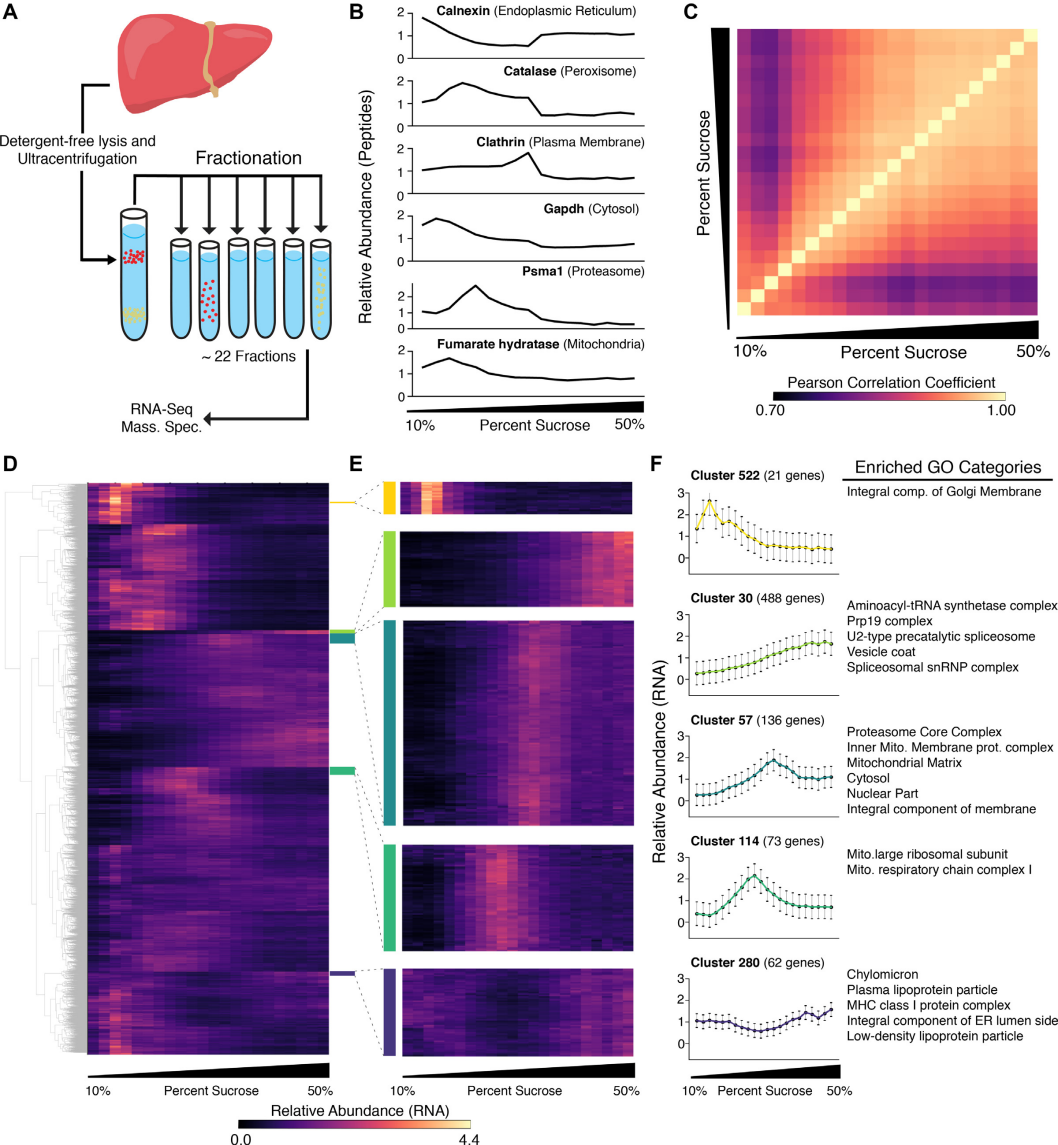
ATLAS-Seq generates transcriptome- and proteome-wide profiles across a density centrifugation gradient. (**A**) Schematic of ATLAS-Seq procedure from mouse liver homogenate depleted of nuclei. (**B**) Relative protein abundance across a single ATLAS-Seq gradient for specific protein organelle markers as assessed by mass spectrometry. (**C**) Heatmap showing Pearson correlation coefficients of gene expression between all pairs of sucrose fractions from a single ATLAS-Seq gradient. (**D**) Heatmap of relative gene expression across a single ATLAS-Seq gradient, organized by hierarchical clusters, where rows are genes and columns are successively denser sucrose fractions. (**E**) Selected clusters from (D) enlarged. (**F**) Mean relative expression profiles across a single ATLAS-Seq gradient for clusters highlighted in (D), with corresponding Gene Ontology (GO) categories enriched within each cluster (right panel).

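RNA was sequenced from fractions of 2 biological replicate gradients, each loaded with a homogenate of liver from wild-type FVB female mice that had been made with beads and without detergent and cleared of nuclei. The libraries were stranded and depleted of ribosomal RNA. Gradient 1 has 17 libraries, of fractions 4 to 19 and 21, and gradient 2 has 22 libraries, of fractions 3 to 24. Each fraction of a gradient has 1 library, so the replicates of a fraction are the 2 gradients, and fractions of the same gradient are not replicates of each other. The authors pseudo-aligned the reads with Kallisto to RefSeq transcripts of the mm10 genome and deposited TPM per gene symbol, keeping genes with TPM over 1 in at least 1 fraction of the gradient. This left 13982 genes in gradient 1 and 13634 in gradient 2, of which 13230 are in both. TPM keeps no record of the number of reads, so the sequencing depth of each library is unknown from the values used here, and each total is near the same constant. The totals ran from 998099 to 999074 in gradient 1 (median 998842) and from 998290 to 999202 in gradient 2 (median 999090). The number of genes with TPM over 1 ran from 10645 to 12558 in gradient 1 (median 11250) and from 10532 to 12235 in gradient 2 (median 10815). Because totals are fixed, TPM gives each RNA's share of the RNA in a fraction, and a rise of an abundant RNA lowers the others. The 50 genes with the highest mean TPM over a gradient took between 24.4% and 45.4% of the TPM of a library in gradient 1. In gradient 2 they took between 25.0% and 47.0%. For the profiles described here, each gene's TPM was divided by its mean over the fractions of its gradient, so that a value of 1 is the gene's mean.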

Given our ability to separate proteins according to published expectations, we subsequently performed RNA-Seq on 22 out of 24 of the fractions with sufficient RNA content (fractions 3–24). Overall, gene expression profiles of fractions with similar densities were more highly correlated than fractions with greater density differences (Figure 1C). 

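Pearson's R between fractions was computed across the 13634 genes of gradient 2 on the log2(TPM + 1) scale, for all 231 pairs of its 22 fractions. The 21 pairs of neighboring fractions had a median R of 0.983 (range 0.958 to 0.990), and the 78 pairs at least 10 fractions apart had a median R of 0.851. The lowest R, 0.800, was between fractions 5 and 23. R decreased with the difference in fraction number, with a Spearman's rho of −0.823 (one-sided permutation test of the order of the fractions, p = 1e-05, the smallest that 100000 permutations can give). Neighboring fractions are not independent samples, and this p describes the order of the fractions within gradient 2. The scale moved this value most: on linear TPM, rho was −0.681. In gradient 1, rho was −0.849 over 17 fractions. Between the 2 gradients, libraries of the same fraction number had a median R of 0.967 (range 0.943 to 0.974).

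**Figure D1:**
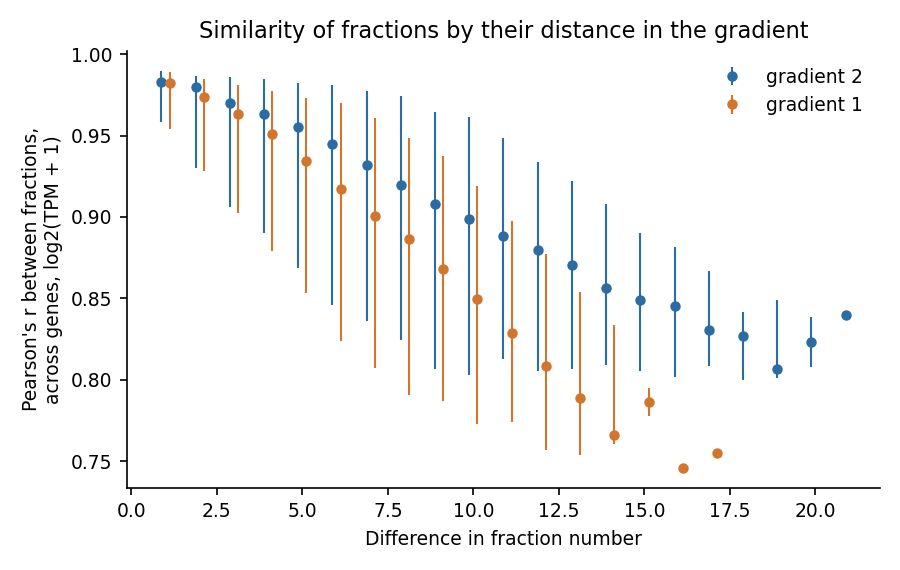
Pearson's R across genes on the log2(TPM + 1) scale (vertical axis) against the difference in fraction number of a pair of fractions (horizontal axis). Points are medians over the pairs at that difference, and lines run from the lowest to the highest pair. The medians fall from 0.983 for neighboring fractions of gradient 2.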

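To compare fractions of different density gene by gene, log2(TPM + 1) was averaged within each gradient over fractions 4 to 7 (light zone), 10 to 13 (middle zone) and 16 to 19 (dense zone), and the zones were compared with limma (n = 2 gradients per zone). Of 11754 genes with a mean TPM of at least 1, 7274 differed between the dense and light zones at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 2616 higher and 4658 lower in the dense zone. Between the middle and light zones 5589 genes differed, 2762 higher and 2827 lower in the middle zone. This split depended on the filter on TPM. With a mean TPM of at least 10, 2493 genes were higher and 1472 lower, and without a filter 2783 were higher and 3539 lower. Between the dense and middle zones 3208 genes differed, 563 higher and 2645 lower in the dense zone. With the gradient as a block, which compares the zones within each gradient, the counts were 9468, 8478 and 6275. The median change from the light to the dense zone over all genes was −0.43 on the log2(TPM + 1) scale. After quantile normalization of the libraries this median was −0.05, and the share of differing genes that were higher in the dense zone went from 36.0% of 7274 to 50.6% of 7089. With the same normalization, the median change from the middle to the dense zone went from −0.28 to 0.05, and of 2833 differing genes 1225 were higher and 1608 lower in the dense zone, so most of the excess of lower genes in this contrast depended on the scaling. The change from the light to the dense zone had the same sign in both gradients for 92.0% of genes. In simulated data with 200 changed genes among 11754, the test recovered 0% of changes of 1 on the log2 scale, 66% of changes of 2 and 85% of changes of 3. With so few changed genes the adjustment is stricter than in the data, so these shares do not give the recovery there. The genes that differed between the dense and light zones had a median absolute change of 1.49.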

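The largest rises from the light to the dense zone, among genes with a mean TPM of at least 10 and the same direction in both gradients, were those of Chd4, Apoo-ps, Acot3, Gm6793 and Sult2a2. Chd4, which lies on chromosome 6 of GRCm38 from 125095981 to 125130591, rose by 4.76 on the log2(TPM + 1) scale (standard error 0.61, adjusted p = 0.00139, limma). Apoo-ps rose by 4.54, Acot3 by 4.34, Gm6793 by 4.26 and Sult2a2 by 3.82. Chd4 overlaps Mir7045 and Gm23751 on the same strand, Apoo-ps is annotated as a processed pseudogene, Acot3 and Sult2a2 belong to families of similar genes, and Gm6793 lies opposite Terf2ip, so reads of these genes could have been shared with other genes in the authors' counting. The largest falls were those of Snora28, Mir6516, Rsc1a1, Rpph1 and Rprl3. Snora28, a small nucleolar RNA on chromosome 12 from 111540941 to 111541067, changed by −7.48 (standard error 0.46, adjusted p = 3.01e-04, limma). Mir6516 changed by −7.37, Rsc1a1 by −7.29, Rpph1 by −6.17 and Rprl3 by −6.01. Snora28 overlaps Eif5, Mir6516 overlaps Snhg20, Rsc1a1 overlaps Ddi2 and Rpph1 overlaps Ccnb1ip1, each on the same strand, and Rprl3 is an RNA similar to Rpph1, so these values are uncertain in the same way. Between the gradients, the change of Mir6516 differed most of these genes, at −6.09 in gradient 1 and −8.65 in gradient 2.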

Two independent biological gradients were generated and analyzed, and similar profiles were observed across the transcriptome of the biological replicate gradient (Supplementary Figure S1, Supplementary Table S2). 

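The profiles of each gene in the 2 gradients were compared over the 17 fraction numbers present in both, for 11371 genes with a mean TPM of at least 1 in both gradients. The median Pearson's R was 0.904, with quartiles of 0.764 and 0.959. R was over 0.9 for 51.1% of genes and negative for 1.65%. For 10000 random pairs of different genes, 1 from each gradient, the median R was 0.076. Neighboring fractions are not independent, so no p-value is given for single genes. Fractions were matched by their number. When fraction numbers of gradient 2 were shifted by 1 in either direction, the median R was 0.800 and 0.793. Of the 17 fractions of gradient 1, 7 were most similar to the fraction of the same number in gradient 2, and 14 to one within 1 fraction.

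**Figure D2:**
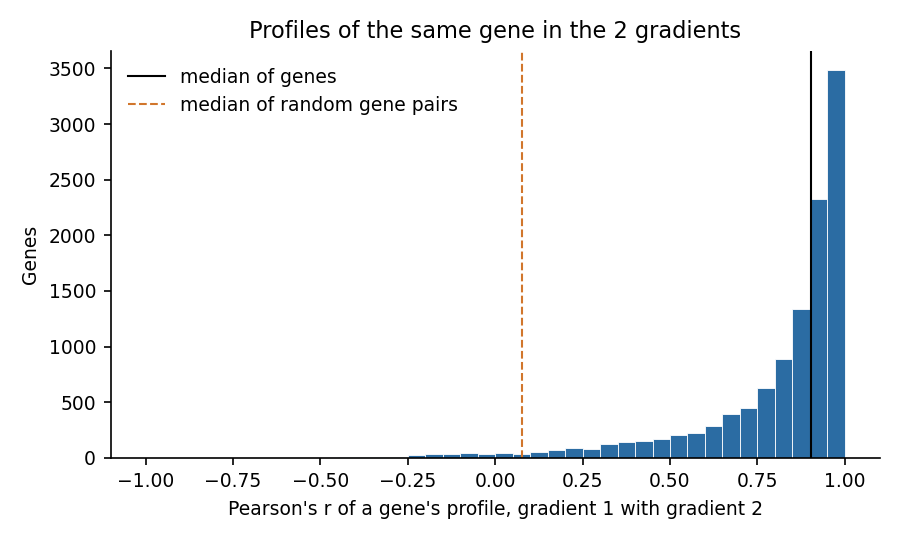
Number of genes (vertical axis) by the Pearson's R between the gene's profiles in gradients 1 and 2 (horizontal axis), for 11371 genes. The solid line is the median of genes, 0.904, and the dashed line the median of random pairs of genes, 0.076.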

Given the high degree of concordance between transcriptome replicate gradients, we focused subsequent analyses on the gradient with a larger number of fractions, from which matched proteomic data were also generated. Unsupervised hierarchical clustering identified groups of RNAs among whose normalized expression profiles across the gradient were highly correlated (Figure 1D). 

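Profiles of gradient 2 were clustered with SciPy by average linkage on Euclidean distances. The paper's text names the library, and the linkage, the distance and the choice of genes were taken from the match with Table S3, of which 2000 of 9269 genes were readable in the copy used here. All 1996 genes that could be compared had the cluster number that Table S3 gives. The genes of a cluster had a median pairwise Pearson's R of 0.936 (median over the 76 clusters of at least 20 genes), where random pairs of genes had a median R of 0.108. Since the clusters were formed on gradient 2, gradient 1 gives a value they were not fitted to. There the same clusters had a median pairwise R of 0.909 and random pairs 0.052.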

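The genes that entered the clustering were those with TPM of at least 1 in all 22 fractions of gradient 2, a choice found after the data were examined by matching the paper's number of genes, and 4365 genes were left out. Of the resulting clusters, 280 held a single gene. The largest, cluster 52, held 539 genes, and clusters of at least 20 genes together held 7690. The scale of the profiles moved the number of clusters of at least 20 genes most. With log2(TPM + 1) profiles and the same total number of clusters, 23 had at least 20 genes, and the assignment of genes had an adjusted Rand index of 0.112 with that on linear profiles (1 for identical assignments and 0 for chance). With gradient 1 in place of gradient 2, 81 had at least 20 genes, with an adjusted Rand index of 0.214 over 8815 shared genes.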

9269 genes were assigned to 635 distinct clusters; among these, 76 clusters contained at least 20 genes (Supplementary Table S3).

These clusters were subjected to Gene Ontology (GO) analysis. Of the 76 clusters, 53 showed enrichment for particular cellular compartments (cluster identities and GO results are in Supplementary Table S3). Similar to protein organelle markers, RNA profiles with strong GO enrichment did not always show a strong peak at any particular sucrose concentration; rather, profiles commonly showed modest enrichments of up to 4-fold at their greatest point (Figure 1D). For example, cluster 280 showed modest depletion in the center of the gradient and was highly enriched for categories including ‘chylomicron and plasma lipoprotein particle’. 

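The greatest point of a profile was taken as its highest value over the 22 fractions of gradient 2, relative to the mean of the profile. Of 11511 genes with a mean TPM of at least 1, 95% had a greatest point of at most 4, with a median of 1.97, and 574 genes were over 4. Without the filter on TPM, 88.7% of 13634 genes were at most 4, the value most moved by the processing. Among the mean profiles of clusters of at least 20 genes, the median greatest point was 2.02 and 75 were at most 4. Cluster 557, of 22 genes, reached 4.14 at fraction 5 in gradient 2 and 4.84 at fraction 5 in gradient 1. The mean profile of a cluster in gradient 1 had a median R of 0.985 with that in gradient 2, and the lowest R, 0.241, was that of cluster 75.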

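The 62 genes of cluster 280 had a mean profile in gradient 2 that was lowest at fraction 13, at 0.571 times its mean, and highest at fraction 24, at 1.58. Over the light, middle and dense zones, it was 1.39 ± 0.36, 0.717 ± 0.007 and 0.926 ± 0.274 times its mean (SD, n = 2 gradients). The middle zone lay below the light zone by more than this spread. The dense zone differed between the gradients, at 0.732 in gradient 1 and 1.12 in gradient 2, where the middle zone was at 0.712 and 0.721, so a rise on the dense side of the center was present in gradient 2 and not distinguishable in gradient 1. The mean profiles of the gradients had a Pearson's R of 0.417 over 17 fractions. With 2 gradients no exact test of a pair of zones can give a p under 0.05, and no test of the zones was made for this cluster.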

Clusters 522, 30 and 114 showed ∼2- to 3-fold enrichment at successively denser locations across the gradient, and revealed slightly different GO categories related to Golgi, aminoacyl-tRNA synthetase multienzyme complex, and mitochondrial respiration, respectively. 

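Cluster 522, of 21 genes, had its highest point at fraction 5 of gradient 2, at 2.63 times its mean, and at fraction 5 of gradient 1, at 2.62. Cluster 114, of 73 genes, was highest at fraction 12, at 2.16 in gradient 2 and 1.89 in gradient 1. Cluster 30, of 488 genes, was highest at fraction 23 of gradient 2, at 1.75, and at fraction 21, the last of gradient 1, at 1.74. In the dense zone cluster 30 was at 1.61 ± 0.05 and cluster 114 at 0.816 ± 0.023 (SD, n = 2 gradients), a difference larger than the spread between gradients. In the middle zone they were at 0.855 ± 0.005 and 1.73 ± 0.01.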

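The mean profile of cluster 57, which holds 136 genes, rose from 0.272 times its mean at fraction 4 of gradient 2 to a highest value of 1.88 at fraction 15. In gradient 1 the highest value, 1.65, was also at fraction 15. In the light zone it was at 0.312 ± 0.032, in the middle zone at 1.05 ± 0.04 and in the dense zone at 1.44 ± 0.09 (SD, n = 2 gradients), and these steps are larger than the spread between gradients.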

Cluster 57, ∼2-fold enriched toward the denser part of the gradient, was enriched for proteasomal and mitochondrial categories (Figure 1E,F). 

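The profiles of 38 RNAs that encode subunits of the proteasome (Psma, Psmb, Psmc and Psmd genes and Adrm1) had a median pairwise Pearson's R of 0.859 in gradient 2. In 10000 random lists of 38 genes, matched on mean TPM, the median was 0.026 and the highest 0.512 (one-sided permutation test, p = 1e-04, the smallest that 10000 lists can give). The processing moved this value most with log2(TPM + 1) profiles, to 0.919. Of the 38 genes, 11 were in cluster 53 and 9 in cluster 57.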

Localization patterns of RNAs encoding proteasomal components have not been previously studied as a class and these results suggest that this subset of RNAs may exhibit a shared localization signature. Interestingly, the profiles of these RNAs are distinct from the peptide profile of a proteasomal marker, Psma1, as assessed by mass spectrometry. 

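Protein values were taken from the paper's Table S1, which gives relative peptide amounts in fractions 3 to 19 of gradient 2. Psma1 protein was highest at fraction 7, at 2.70 times its mean, and Psma1 RNA at fraction 18, at 1.89 times its mean. Psma1 (chromosome 7 of GRCm38, 114264606 to 114276118) had a Pearson's R of −0.790 between RNA and protein over the 17 fractions (two-sided permutation test, p = 1.4e-04) and a Spearman's rho of −0.799 (p = 2.5e-04, the same permutation test). Without the 2 fractions farthest from the median, R was −0.832. Neighboring fractions are not independent. The protein values were treated here as 2 mass spectrometry sets, of the first 9 and the last 8 fractions, an assignment inferred from the values and not stated in the paper's text. Within these sets R was −0.126 and −0.870, so the relation was weak within the lighter set. With the Psma1 protein profile, the 38 proteasomal RNAs had a median R of −0.753 (range −0.815 to −0.293), and all 38 were negative. From the clusters that hold these RNAs, the paper proposes a shared localization signature, and it sets that signature apart from the peptide profile of Psma1.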

Overall, these observations show that RNAs with similar sedimentation properties often encode proteins known to co-associate or co-assemble in the cell.

### Sedimentation of RNA in ATLAS-Seq is influenced by factors beyond ribosome density

Both polysome profiling and ATLAS-Seq rely on separation by ultracentrifugation through a density gradient. However, an important difference is that polysome profiling employs detergents prior to loading onto the sucrose gradient to disrupt membranes and membranous organelles, whereas ATLAS-Seq does not (Figure 2A). To assess the extent to which ribosome density might influence ATLAS-Seq profiles, we analyzed published ribosome footprint profiles (42,43) and polysome profiles (44) together with our ATLAS-Seq profiles. As a first comparison, we correlated ribosome footprint counts to polysome profile counts (both from HEK293T cells) as estimated by a weighted sum of RNA across each polysome profile peak (see Materials and Methods). We observed a strong correlation (Pearson's *R* = 0.823), and importantly, a single cloud of points centered along a diagonal (Figure 2B, left panel) indicating that polysome profiling is mainly a measure of ribosome density rather than RNAs bound to larger cellular compartments or complexes as previously reported (37).

**Figure 2.**
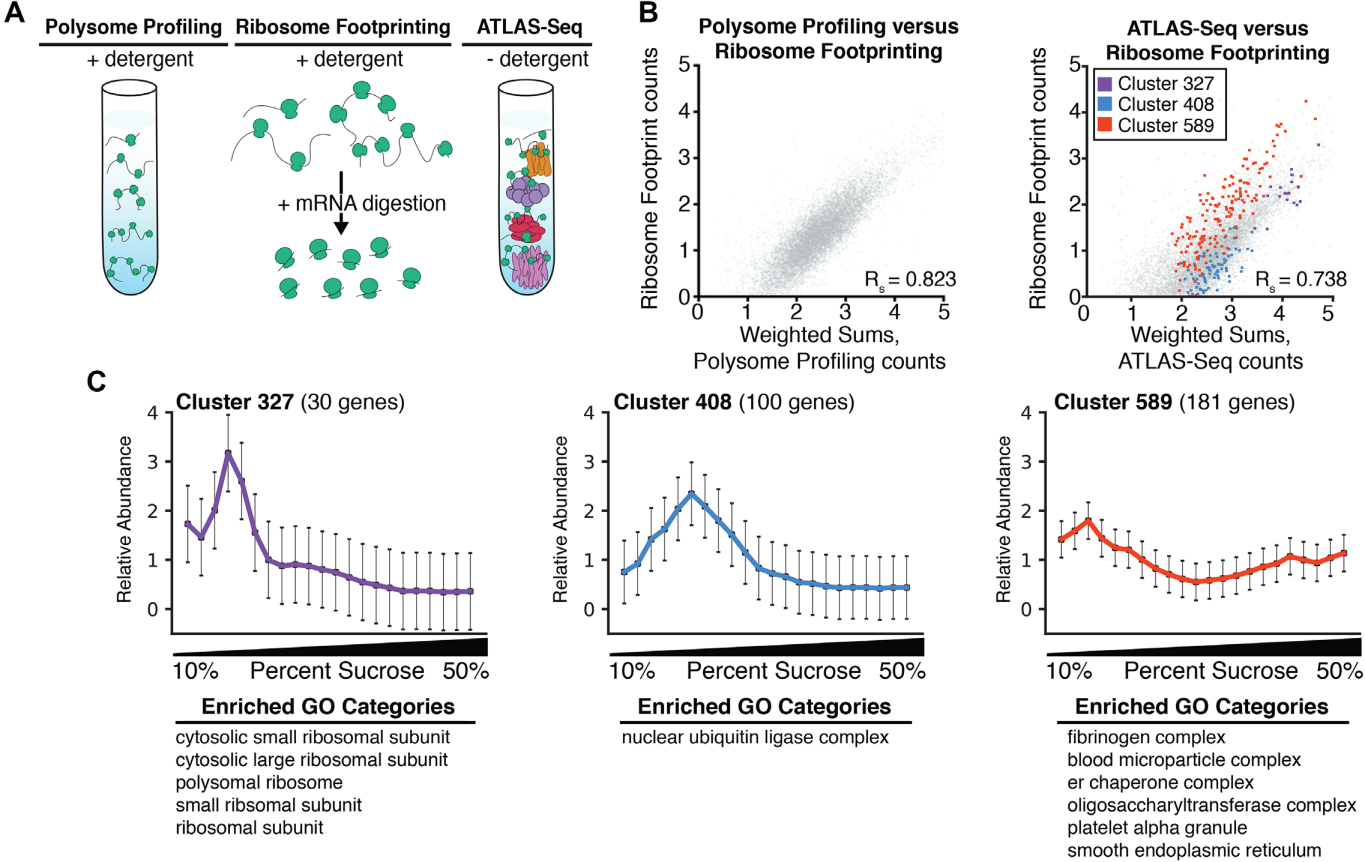
ATLAS-Seq profiles reflect a combination of subcellular microenvironment and ribosome occupancy. (**A**) Schematic illustrating sample preparation differences between polysome profiling, ribosome footprint profiling, and ATLAS-Seq. (**B**) Scatter plot of weighted sums of polysome profiling counts (see Methods) versus ribosome footprint profiling transcript per million (TPM) counts in HEK293T cells (top panel). Scatter plot of weighted sums of ATLAS-Seq counts (see Methods) and ribosome footprint profiling TPM counts in mouse liver (bottom panel). All genes are shown in gray, and genes in three clusters identified by hierarchical clustering of one ATLAS-Seq gradient (Figure 1D) are shown in red, purple, and blue. (**C**) Normalized ATLAS-Seq profiles for each of the three clusters highlighted in (B), along with GO categories for which they are enriched.

We then correlated ribosome footprint counts to ATLAS-Seq counts, also by weighted sums across each of the 22 fractions, mirroring calculations of polysome profiling counts above. A high correlation would imply that ATLAS-Seq mirrors a polysome gradient, and a low correlation would imply that ribosome occupancy cannot fully explain ATLAS-Seq profiles. We observed a weaker correlation (Pearson's *R* = 0.738) and also the presence of subsets of RNAs lying off the main diagonal (Figure 2B, right panel). Upon further inspection, we noticed that clusters we previously identified by hierarchical clustering (Figure 1D) separated away from the diagonal and were associated with specific GO categories (Figure 1E). For example, RNAs in cluster 589, a cluster predicted to be membrane-associated due to enrichment of RNAs encoding secreted proteins and ER components, appear less dense according to ATLAS-Seq relative to ribosome footprint profiling (Figure 2C). 

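The center of sedimentation of each RNA was computed from gradient 2 as the mean of the fraction numbers weighted by its TPM. TPM is a share of each library, so the center does not account for the amount of RNA in each fraction. Ribosome footprint data were not analysed here, so these values are the ATLAS-Seq part of the comparison. The 181 RNAs of cluster 589 had a median center at fraction 12.4 (quartiles 12.1 and 12.9), and all 9269 RNAs in the clustering had a median of 12.8, a difference of −0.376 fractions. The cluster median was at the percentile 43.6 of all RNAs. Over the 17 fractions present in both gradients, the difference in gradient 2 was −0.768 fractions, at the percentile 33.8. In gradient 1, over the same fractions, the medians were 9.20 and 11.6, a difference of −2.39 fractions, at the percentile 14.3. Both the fractions included and the gradient thus changed the size of this difference and not its sign. A fraction number is a position in the gradient and was not converted to a density.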

Overall, these observations suggest that the mild detergent-free homogenization conditions of ATLAS-Seq allow additional cellular components besides ribosomes to influence sedimentation, providing information about the cellular compartments with which RNAs are associated.

### ATLAS-Seq RNA localization patterns are consistent with those identified by orthogonal methods

Although our analyses thus far suggested that ATLAS-Seq can reveal information about the subcellular location of RNAs, we sought to compare these predictions to observations made using orthogonal methods. Crosslinking of RNAs to proteins labeled by APEX has been used to capture RNAs localized to specific subcellular locations, for example the outer surface of the ER or the mitochondrial matrix (45). First, we analyzed RNAs published to be associated with the ER according to APEX-RIP. For each ATLAS-Seq cluster, we computed the fraction of RNAs determined to be ER-associated by APEX-RIP as well as the fraction of RNAs predicted to have a signal sequence according to SignalP (46). We plotted a scatter of these metrics for each cluster (Figure 3A) and highlighted each cluster in red if it was significantly enriched for any ER-related GO categories (Supplementary Table S3) Clusters identified to be ER-associated by ATLAS-Seq showed enrichment for RNAs identified by ER APEX-RIP and RNAs with high SignalP scores. Although one ATLAS-Seq cluster did not show ER-related GO enrichment, it did show enrichment for ‘plasma membrane’, and proteins in the plasma membrane are typically derived from proteins synthesized, processed, and trafficked via the endomembrane system (47,48). Interestingly, although all of these clusters were enriched for ER-related GO terms, some exhibited distinct profiles that could be further stratified by specific GO subcategories. (Supplementary Figure S2). For example, cluster 598 was enriched for the ER chaperone complex, whereas cluster 280 was enriched for RNAs encoding proteins found in lipoprotein microparticles. Therefore, our approach may provide finer resolution to identify subclusters corresponding to distinct ER microenvironments.

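The median center of sedimentation of the 64 RNAs of cluster 598 was at fraction 11.1 in gradient 2, 1.67 fractions lighter than all RNAs, and that of the 62 RNAs of cluster 280 at fraction 14.3, 1.53 fractions denser. Over the 17 fractions present in both gradients, they were at 9.86 and 12.3 in gradient 2, with cluster 280 denser than all RNAs by 0.752 fractions. In gradient 1, over the same fractions, they were at 8.70 and 10.2. Cluster 280 was there on the light side of all RNAs, by 1.35 fractions. Cluster 598 was therefore the lighter in both gradients, while the side on which cluster 280 lay was not the same in the 2 gradients. Both mean profiles were higher in the light zone than in the middle zone in each gradient, at 2.07 ± 0.23 against 0.635 ± 0.045 for cluster 598 (SD, n = 2 gradients).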

**Figure 3.**
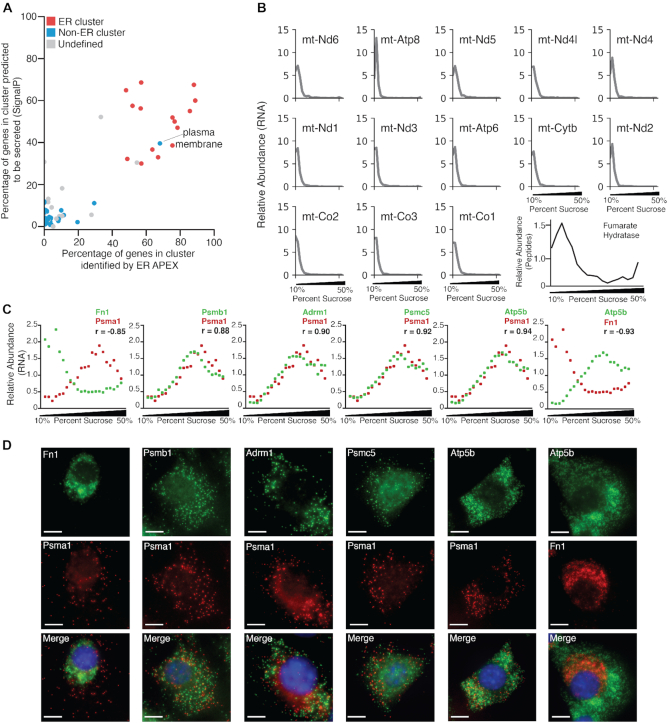
ATLAS-Seq reveals subcellular localization of RNAs in a manner consistent with other established techniques. (**A**) Gene clusters identified by ATLAS-Seq, plotted as a function of the proportion of genes within each cluster identified by ER APEX-RIP (x-axis) and the proportion of genes within each cluster predicted to be secreted by SignalP (y-axis). Clusters significantly enriched as determined by Fisher's exact test, in ER-related GO categories are shown in red, clusters with significant non-ER GO enrichment are shown in blue, and clusters with no significant GO enrichment are shown in gray. (**B**) Distribution of normalized TPMs across the ATLAS-Seq gradient for 13 genes identified to be mitochondrially-associated by APEX-RIP. Normalized mass spectrometry peptide counts for fumarate hydratase across the ATLAS-Seq gradient are shown in black. Pearson correlation coefficients between TPMs for each RNA and fumarate hydratase peptide counts are shown. (**C**) Normalized TPM profiles across one ATLAS-Seq gradient for RNAs encoding fibronectin 1 (Fn1), proteasomal subunit A1 (Psma1), proteasomal subunit B1 (Psmb1), Proteasomal ubiquitin receptor (Adrm1), 26s proteasome regulatory subunit 8 (Psmc5), and ATP synthase subunit beta (Atp5b) in green or red as labeled. Pearson correlation coefficients between each pair of RNAs are also listed. (**D**) smiFISH for RNAs encoding Fn1, Psma1, and Psmb1, Adrm1, Psmc5, Atp5b in NIH 3T3 cells. Fn1 exhibits a perinuclear pattern, whereas Psma1 and Psmb1 are distributed throughout the cytoplasm. Nuclei were stained by DAPI (blue), and the same scale bar applies to all images (10 μm).

To further assess whether our gradient could reveal co-localized RNAs, we analyzed the 13 protein-coding mRNAs of the mitochondrial genome, which are known to reside in the mitochondria. Profiles of these RNAs highly correlated with each other and also with the mass spectrometry profile of a mitochondrial resident protein, fumarate hydratase (Figure 3B). The high concordance of these profiles suggests that our approach preserves the association between RNAs inside the mitochondria and proteins associated with the organelle. Taken together, these analyses confirm that ATLAS-Seq yields information related to the subcellular localization of RNA species, and that profiles of RNAs with unknown localization patterns may be used to predict their local microenvironment.

We then sought to explore subcellular distributions of RNAs for which little is known. 

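Of the 19 genes listed here as the core of the proteasome, Psma1 to Psma8 and Psmb1 to Psmb11, 17 had enough RNA in every fraction to enter the clustering. Cluster 53 held 5 of these and cluster 57 held 6, which is 64.7% of the 17 genes, where the 424 genes of both clusters are 4.57% of the 9269 genes in the clustering. The 2 clusters are those the paper names for their proteasomal RNAs, so no test of this share is given.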

Eleven out of 19 RNAs encoding the proteasome core complex were found in ATLAS-Seq clusters 53 and 57. The localization of the proteasome itself is well studied and has been observed to play a key role in mitochondrial biogenesis (49). Interestingly, both proteasomal clusters, 53 and 57, also contained a number of nuclear-encoded mitochondrial RNAs (Supplementary Table S3).

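Nuclear-encoded mitochondrial RNAs were taken by the prefix of their symbols, for subunits of the respiratory chain, the mitochondrial ribosome and the import complexes (such as Nduf, Uqcr, Atp5, Mrpl and Timm), a list that covers part of such RNAs. Of 191 such genes in the clustering, 9 were in cluster 53 and 8 in cluster 57. These 17 genes are 8.90% of the 191 (odds ratio 2.08 against all genes in the clustering, two-sided Fisher's exact test, p = 0.00775, adjusted p = 0.00775 over 3 gene sets). The paper names cluster 57 for mitochondrial categories as well, and this p does not account for that choice of the cluster. Genes are not independent replicates.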

To assess whether results from our ATLAS-Seq analysis were consistent with an imaging-based approach, we performed single-molecule inexpensive FISH (smiFISH) on 4 proteasomal core complex RNAs (Psma1, Psmb1, Psmc5 and Adrm1), a nuclear-encoded mitochondrial RNA (Atp5b), and a signal sequence-containing RNA (Fn1). All proteasome-encoding RNAs and Atp5b exhibited similar ATLAS-Seq profiles, whereas Fn1 exhibited a highly distinct profile that was representative of RNAs encoding secreted proteins (Figure 3C). 

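Each pair of RNAs was compared over the 22 fractions of gradient 2, with 6 pairs tested. With Psma1, Pearson's R was 0.877 for Psmb1, 0.897 for Adrm1, 0.924 for Psmc5 and 0.94 for Atp5b, and the Spearman's rho of the same pairs was 0.885, 0.887, 0.905 and 0.931. Fn1 had an R of −0.85 with Psma1 (rho −0.897) and of −0.926 with Atp5b (rho −0.895). Each of these values of R and rho had a p of 1e-05, and R an adjusted p of 1e-05, in a two-sided permutation test, the smallest that 100000 permutations can give. Neighboring fractions are not independent, which lowers the weight of these p-values. Of 10000 random pairs of RNAs, 8.41% had an R beyond 0.85 in either direction. Without the 2 fractions farthest from the median, R ran from 0.852 to 0.927 for the positive pairs and was −0.842 and −0.914 for the pairs with Fn1. In gradient 1, R was 0.918 for Psmb1, 0.954 for Adrm1, 0.965 for Psmc5 and 0.948 for Atp5b with Psma1, and −0.789 and −0.901 for Fn1 with Psma1 and Atp5b. The pair of Fn1 and Psma1 moved most with the processing, to an R of −0.968 with log2(TPM + 1) profiles and −0.769 without the 50 most abundant genes. From the light to the dense zone, Fn1 (chromosome 1 of GRCm38, 71585520 to 71653200) changed by −2.42 on the log2(TPM + 1) scale (standard error 0.23, adjusted p = 6.27e-04, limma). Psma1 rose by 2.55, Psmb1 by 2.00, Adrm1 by 2.80, Psmc5 by 2.34 and Atp5b by 2.90, each in both gradients.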

SmiFISH for Fn1 RNA in both liver (Supplementary Figure S3) and adherent NIH 3T3 cells (Figure 3D) revealed a perinuclear pattern, consistent with the presence of a signal sequence and localization to the ER. Psma1, Psmb1, Psmc5, Adrm1 and Atp5b were found throughout the cytoplasm in a pattern distinct from that of Fn1. Interestingly, in spite of highly overlapping proteasomal and mitochondrial ATLAS-Seq profiles, smiFISH did not reveal strong spatial co-localization. This indicates that while ATLAS-Seq cannot provide information about the precise spatial location of an RNA, it may rather provide information about local microenvironments within a particular subcellular region—a property that is often difficult to discern by image-based methods.

### Comparing sedimentation patterns of RNAs and the proteins they encode

A long-standing question is the extent to which RNAs co-localize with the proteins they encode. It is well established in neurons that many synaptically localized RNAs encode locally translated proteins, and therefore show co-localization (10). In contrast, in the mouse intestinal epithelium, localization of many mRNAs is distinct from their encoded proteins (50). Although ATLAS-Seq cannot truly assess co-localization of RNAs and proteins in space, it can assess the extent to which they co-sediment. We compared normalized protein profiles to normalized RNA profiles across the sucrose gradient, limiting these analyses to genes for which we had both reasonable RNA-Seq read coverage and mass spectrometry peptide counts (404 genes in total, Supplementary Table S5). 

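The protein values of Table S1 come from tandem mass tag spectrometry of fractions 3 to 19 of gradient 2. Table S1 has 440 entries for 392 gene symbols, and entries with the same symbol were averaged here. The values are relative (median 1.01, range 0.136 to 12.0), so they compare fractions of the same protein and not proteins with each other. By its legend, Table S1 holds the aggregate of technical replicates, and there is no biological replicate of the protein measurements, so their spread between gradients is unknown. Of the 392 symbols, 365 had an RNA with a mean TPM of at least 1 in gradient 2, and RNA and protein were compared for these over the same 17 fractions. The paper's Table S5 lists 404 entries for 358 symbols. The 17 fractions are more than 1 set of the tags named in the paper can label, and the paper's text does not say which fractions shared a set. The first 9 and the last 8 were treated here as 2 sets, an assignment inferred from the values. Between fractions 11 and 12, the median absolute log2 ratio of the protein values was 0.401, where the other 15 steps between neighboring fractions gave 0.038 to 0.225. A true change in the proteins between these fractions would give such a step as well. Since a set could shift a profile, each relation between RNA and protein was computed over all fractions and also within each set or with the protein values scaled to the same mean in each set. This scaling also removes any true difference in level between the lighter and the denser fractions.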

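Albumin RNA and protein had a Pearson's R of 0.936 over the 17 fractions (rho 0.735), and without the 2 fractions farthest from the median R was 0.948. The RNA and protein of Psmd13 had an R of −0.875 (rho −0.956; R −0.871 without the 2 fractions), and those of Psmd2, another subunit of the 26S proteasome, −0.982 (rho −0.902; R −0.974 without the 2 fractions). In two-sided permutation tests the p of R, adjusted over 4 pairs, was 2e-05 for Alb, 4e-05 for Psmd13 and 2e-05 for Psmd2. The raw p was 1e-05, 4e-05 and 1e-05 for R in permutation tests and 0.00119, 1e-05 and 1e-05 for rho. Neighboring fractions are not independent. With RNA of gradient 1, R was 0.976, −0.877 and −0.983. Within the first mass spectrometry set R was 0.907 for Alb, −0.684 for Psmd13 and −0.974 for Psmd2. Within the second set R was −0.85 for Alb, so its positive relation holds over the lighter fractions and not within the denser ones, and it was −0.975 for Psmd13 and −0.565 for Psmd2 (adjusted p = 0.198 for Psmd2 in an exact permutation test). With proteins scaled in each set, R was 0.664, −0.288 and −0.458, and Psmd13 and Psmd2 no longer had an adjusted p under 0.05 (0.260 and 0.0879, permutation tests). For Alb the adjusted p of this R was 0.0097, but rho was 0.172 (p = 0.507, permutation tests). Without the 2 fractions farthest from the median, R of Alb in this setting was 0.397. From the light to the dense zone Alb RNA changed by −2.59 on the log2(TPM + 1) scale (standard error 0.40, adjusted p = 0.00267, limma), and Psmd13 and Psmd2 rose by 3.18 and 2.42.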

As examples, we show that RNA and protein profiles for Alb (albumin) were highly concordant (Pearson's *R* = 0.93), whereas the RNA and protein for Psmd13, a 26S proteasome subunit protein, were anti-correlated (Pearson's *R* = −0.88) (Figure 4A). We plotted a histogram of these correlations across all genes for which we could obtain reproducible RNA and protein data and observed that most genes exhibited a negative correlation; that is, RNA and protein exhibited anti-correlated sedimentation profiles (Figure 4B). This suggests that in liver, the majority of RNAs are not localized to the same subcellular region as the steady state destination of their protein counterparts or are in a microenvironment distinct from the protein they encode. 

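Of the 365 genes, 263 (72.1%) had a negative R between RNA and protein, and the median R was −0.466. In 10000 shuffles of the proteins among the RNAs, the median R was 0.003 (95% of them between −0.111 and 0.114; two-sided permutation test, p = 1e-04, the smallest that 10000 shuffles can give). Genes that share a profile are not independent replicates. The median fell by more than the shuffles allow in each setting that was tried. It moved most with the protein values scaled in each mass spectrometry set, where 65.2% of genes were negative and the median R was −0.149 against −0.022 in shuffles. Within the first set 64.1% were negative, with a median R of −0.359, and within the second set 61.1%, with a median R of −0.336 against −0.117 in shuffles (p = 0.0012, permutation test). Of the genes, 44 had an R under −0.8 and 11 an R over 0.8. The paper's Table S5 gives a negative R for 289 of its 404 entries, 71.5%. From this excess of negative correlations the paper proposes that in liver most RNAs do not lie where their proteins are at steady state, or lie in a different microenvironment.

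**Figure D3:**
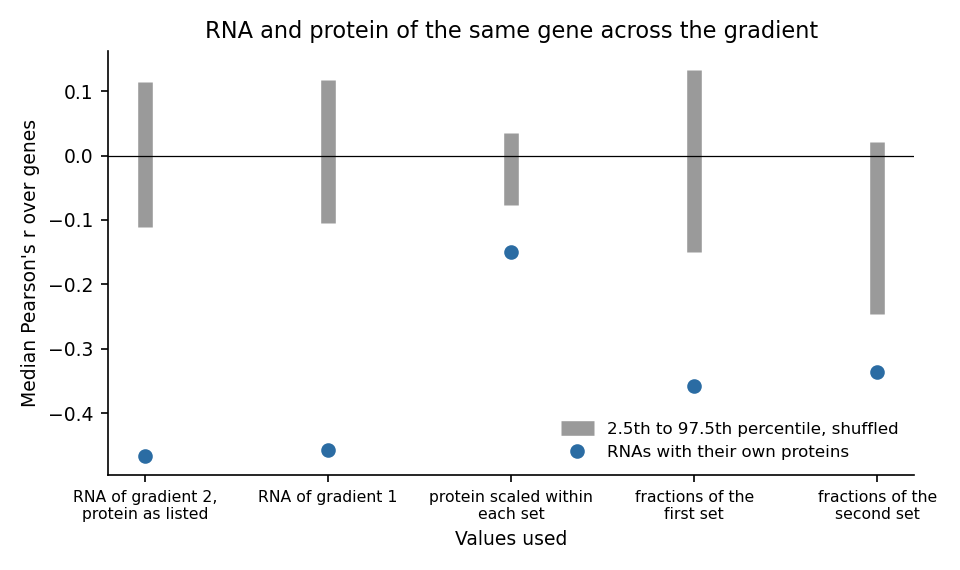
Median Pearson's R over 365 genes between RNA and protein profiles (vertical axis, points) for 5 choices of the values (horizontal axis). Grey bars hold 95% of 10000 shuffles of the proteins among the RNAs. The points lie between −0.466 and −0.149, under the bar in each case.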

GO analysis revealed that genes with a high correlation between their RNA and protein counterparts were enriched for secretion and/or endomembrane-trafficking, whereas highly anti-correlated genes were enriched for cytosolic genes (Figure 4C, Supplementary Table S5). Indeed, the most positively correlated genes (top 20th percentile) contained signal sequences ∼38% of the time, consistent with their translation at the ER membrane, whereas the most negatively correlated genes (bottom 20th percentile) contained signal sequences only ∼14% of time (Supplementary Figure S4C). Thus, although proteins of the ER colocalize with their RNA, most RNAs and their encoded proteins did not co-sediment in this context.

**Figure 4.**
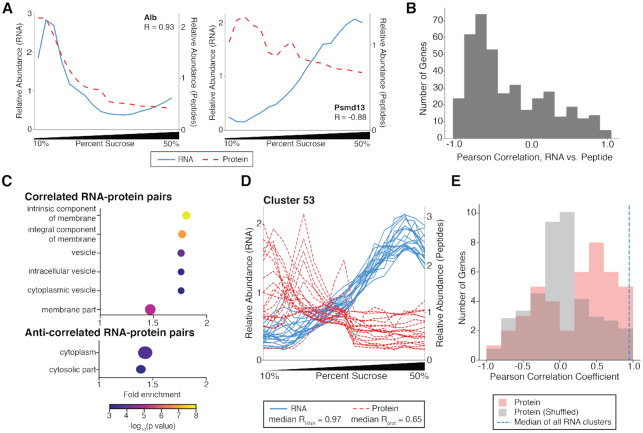
Most RNAs are anti-correlated with the proteins they encode in the ATLAS-Seq gradient. (**A**) Normalized TPM (blue line) and peptide counts (red line) across the ATLAS-Seq gradient for Albumin (Alb, top panel), and 26S proteasome non-ATPase regulatory subunit 2 (Psmd2, bottom panel). Pearson correlation coefficients between RNA and protein are shown. (**B**) Distribution of Pearson correlation coefficients between RNAs and the proteins they encode across the ATLAS-Seq gradient for 404 genes. (**C**) Cellular compartment GO categories enriched in genes whose RNAs are strongly correlated with the proteins they encode. The size of each dot is determined by the number of genes (also listed next to point) found in that GO category. Fold enrichment was calculated by the observed number of genes in a GO category divided by the expected number of genes in that category (see Methods) (top panel). Cellular compartment GO categories enriched in genes whose RNAs strongly anti-correlate with the proteins they encode (bottom panel). (**D**) Normalized TPM (blue lines) and peptide counts (red lines) across the ATLAS-Seq gradient for genes with both ATLAS-Seq and mass spectrometry data in Cluster 53, which is enriched for proteasome genes. The median pairwise correlation among all RNAs and among all proteins in the cluster are listed. (**E**) Histogram of median pairwise correlations of protein profiles (red) for all clusters containing at least two proteins. Median pairwise correlations were also computed using shuffled RNA-protein assignments and plotted (gray). For reference, the median of all median pairwise RNA correlations across all RNA clusters is indicated in blue dashed line.

Although most RNAs do not co-sediment with the proteins they encode, our previous Gene Ontology analysis of RNA clusters (Figure 1) suggested that proteins encoded by co-sedimenting RNAs act in similar biological pathways or cellular compartments. We therefore grouped proteins by their RNA cluster assignments and analyzed their sedimentation patterns. For example, RNAs in Cluster 53, enriched for the proteasome complex, showed enrichment toward the bottom of the gradient and were highly correlated with one another, showing a median correlation among all pairwise comparisons of 0.97 (Figure 4D). 

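All 288 RNAs of cluster 53 had a median pairwise Pearson's R of 0.932 over the fractions of gradient 2. The 20 genes with a protein value made 190 pairs, whose RNAs had a median R of 0.964 over the 17 fractions with protein data. In gradient 1, where the clusters were not formed, the RNAs of these genes had a median R of 0.965. The mean profile of the cluster was highest at fraction 17 of gradient 2, at 1.58 times its mean, and at fraction 21 of gradient 1, at 1.75. It was at 0.356 ± 0.036 in the light zone and 1.57 ± 0.04 in the dense zone (SD, n = 2 gradients).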

Interestingly, the proteins encoded by these RNAs also tended to correlate with one another, showing a median pairwise correlation of 0.65. 

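The proteins of these 20 genes had a median pairwise Pearson's R of 0.617 over 17 fractions, in a single protein gradient. Within the first mass spectrometry set their median R was 0.107 and within the second −0.010, so the relation over all fractions was near 0 within each set. The RNA and protein of the same gene had a median R of −0.678 in this cluster.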

To assess this globally, we analyzed every cluster for which there were at least two proteins assessed by mass spectrometry and obtained the median pairwise correlation among all proteins in each cluster. These median correlation values were enriched for positive values (Figure 4E, pink bars), and were much greater than when computed using shuffled RNA–protein assignments (Figure 4E, gray bars). This analysis provides further evidence that the sedimentation patterns of RNAs contain information about the subcellular localization of the proteins they encode.

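Of the clusters of at least 20 RNAs, 42 had at least 2 proteins, with 324 proteins in all. The median over these clusters of the median pairwise Pearson's R of their proteins was 0.268, and 27 of the 42 clusters had a positive value. In 10000 shuffles of the proteins over the clusters the median was 0.015 and the highest value 0.228 (one-sided permutation test, p = 1e-04, the smallest that 10000 shuffles can give). With proteins of a single accession it was 0.203 (p = 0.0013, permutation test), and over the 16 clusters with at least 5 proteins 0.479 (p = 1e-04, permutation test). The treatment of the mass spectrometry sets moved this value to the level of the shuffles. Within the second set it was 0.347 (p = 1e-04, permutation test), and within the first set 1.34e-04 (p = 0.0894, permutation test). With proteins scaled in each set it was −0.003 (p = 0.237, permutation test) and no longer above the shuffles.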

### Alternative isoforms are differentially localized across the ATLAS-Seq gradient

We next investigated whether alternative isoforms from the same gene loci exhibit differential sedimentation patterns across the ATLAS-Seq gradient. Because untranslated regions have known roles in regulating RNA localization, we focused on alternative UTR isoforms for these studies. We considered both alternative first exons (AFE, generated by alternative promoter usage and splicing to a constitutive exon) and alternative last exons (ALE, generated by alternative splicing and/or polyadenylation). We quantitated the proportion of each isoform present in each fraction of the gradient, labeled percent spliced in, or PSI (Ψ) (Supplementary Table S6). After limiting analyses to isoforms for which Ψ could be confidently estimated (see Materials and Methods), we found 152 AFEs and 332 ALEs for which the maximum difference in Ψ (ΔΨ) across the gradient for any pair of isoforms was >0.5. For example, one AFE isoform for Chtop showed a ΔΨ of 0.96 towards the densest part of the gradient (Figure 5A). Similarly, one ALE isoform of DNA–Caspase-9 (Casp9) showed a ΔΨ of 0.73 (Figure 5B) towards the densest part of the gradient. These observations confirm distinct subcellular distributions of alternative isoforms, as revealed by sucrose density fractionation.

**Figure 5.**
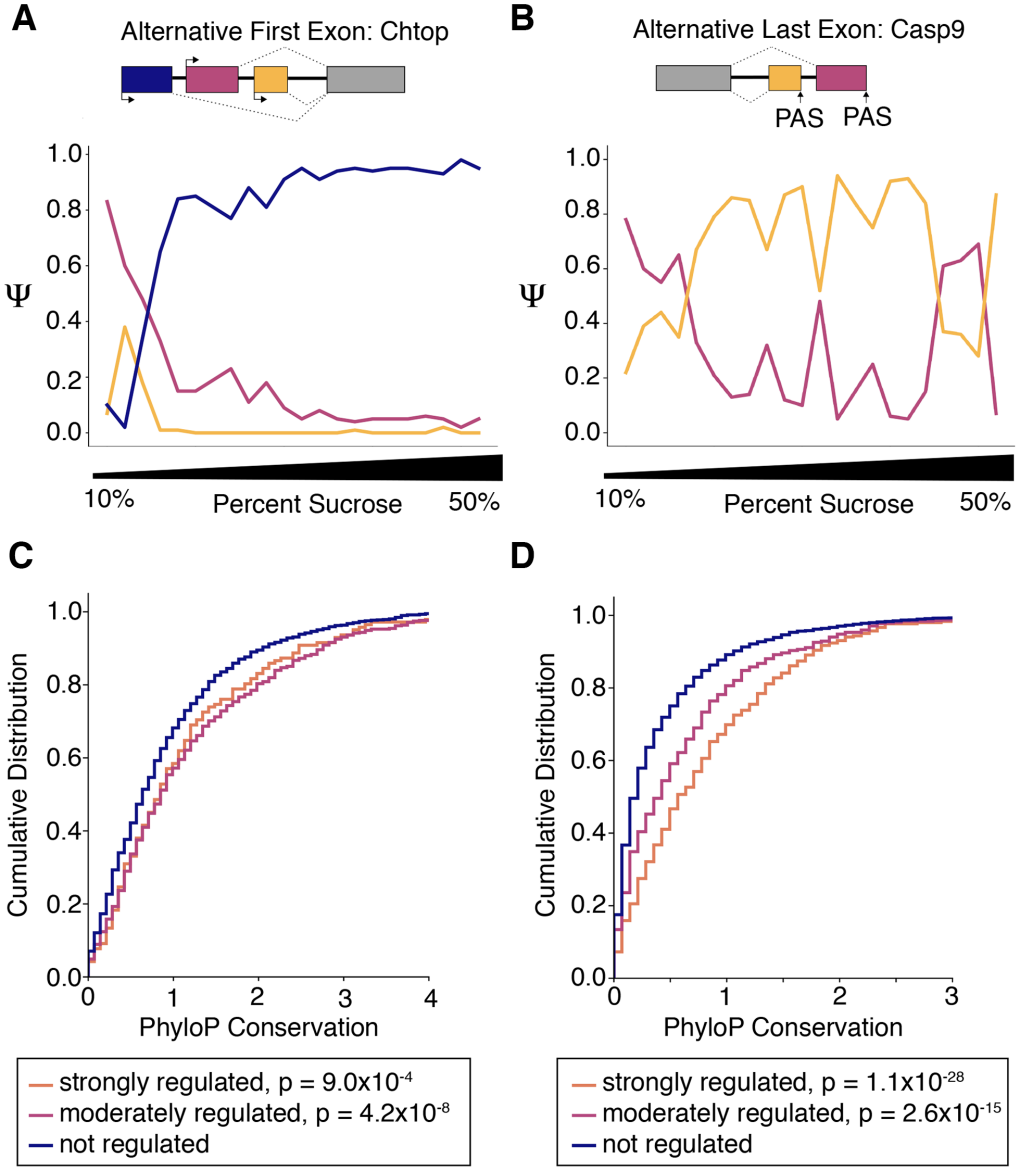
Alternative first and last exons exhibit differential profiles across the ATLAS-Seq gradient. (**A**) Ψ values across one ATLAS-Seq gradient for AFE isoforms of Chromatin target of PRMT1 protein, Chtop. (**B**) Ψ values across one ATLAS-Seq gradient for ALE isoforms of Caspase-9, Casp9. (**C**) Cumulative distribution of PhyloP conservation scores for AFE isoforms, separated by strongly regulated (ΔΨ > 0.5), moderately regulated (0.5 < ΔΨ > 0.25), and non-regulated (ΔΨ < 0.25) isoforms. P values were determined by Wilcoxon rank-sum test, comparing each regulated group to the non-regulated group. (**D**) Cumulative distribution of PhyloP conservation scores for ALE isoforms, similar to (C).

If the relative abundance of these alternative isoforms is important for cell function, they may contain sequences subject to positive selection through evolution. To determine whether isoforms with differential sedimentation patterns are more phylogenetically conserved, we measured their conservation using PhyloP scores. AFE isoforms showing strong (ΔΨ > 0.5) and moderate (0.5 < ΔΨ < 0.25) differential sedimentation showed similar conservation scores but were more highly conserved than isoforms lacking differential localization (ΔΨ < 0.25) (Figure 5C). In contrast, the extent of differential localization of ALE isoforms correlated with conservation across all three groups, e.g. more strongly localized ALE isoforms were more highly conserved suggesting their enrichment for functional features.

### ATLAS-Seq profiles of RBPs correlate with target mRNAs

RBPs can control the RNA localization of their targets, but few RBP-RNA pairs have been functionally validated in this context. Because each RNA interacts with many RBPs, the impact of each RBP-RNA interaction may only subtly influence final destination of that RNP. Therefore, analysis of many RNAs showing similar sedimentation patterns may be required to provide the power necessary to identify potentially weak, yet true, significant signals.

To test the hypothesis that RBPs and their RNA targets might co-sediment through the gradient, we first analyzed a known example of an RBP-RNA pair. The RNA binding protein APOBEC1 complementation factor, A1cf, is known to bind and edit the RNA encoding Apolipoprotein B (Apob) (51). The relative abundance of A1cf peptides and Apob RNA were strongly correlated across the gradient (Pearson's *R* = 0.92, Figure 6A). 

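A1cf protein and Apob RNA had a Pearson's R of 0.918 over the 17 fractions (two-sided permutation test, p = 4e-05, adjusted p = 4e-05 over 4 pairs) and a Spearman's rho of 0.686 (p = 0.00305, permutation test). Without the 2 fractions farthest from the median, R was 0.944, and with Apob RNA of gradient 1 it was 0.957. Neighboring fractions are not independent. Within the first mass spectrometry set R was 0.899, and within the second it was 0.099 (adjusted p = 0.818, exact permutation test), so the relation rests on the fractions of the first set and on the contrast between the sets. Apob (chromosome 12 of GRCm38, 7977648 to 8016835) changed by −3.72 on the log2(TPM + 1) scale from the light to the dense zone (standard error 0.29, adjusted p = 3.84e-04, limma).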

Given this correlation, we hypothesized that additional RNAs whose profiles strongly correlated with A1cf might also be binding partners of A1cf. We identified 894 RNAs whose profiles correlated strongly with A1cf (Pearson's *R* > 0.85); these RNAs encoded proteins enriched for GO Cellular Compartment categories such as ER, golgi, endosome, and vesicles (Figure 6A). 

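Among the 9269 RNAs in the clustering, 894 (9.65%) had an R over 0.85 with A1cf protein over 17 fractions, and Apob was at rank 334 in order of R. The same count was made for each of the 392 proteins. Their median was 85 RNAs, and A1cf was at rank 31, with 30 other proteins reaching at least as many. The highest count was 1451, for Gpd1. A1cf protein was highest at fraction 5, and of the 221 proteins highest at or before fraction 7, 26, A1cf included, had at least as many RNAs. The scaling of the mass spectrometry sets moved the count most: with proteins scaled to the same mean in each set, 5 RNAs were over 0.85, and the median of the proteins was also 5.

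**Figure D4:**
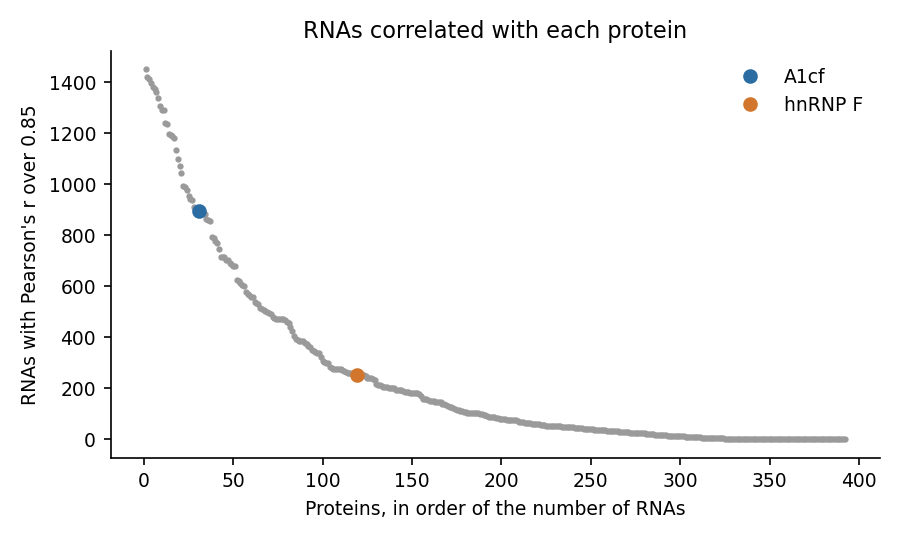
Number of RNAs with a Pearson's R over 0.85 (vertical axis) for each of the 392 proteins, in decreasing order (horizontal axis). A1cf has 894 RNAs at rank 31, and hnRNP F has 253.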

Enriched GO Biological Processes included lipid localization/transport and the Endoplasmic Reticulum-associated protein degradation (ERAD) pathway – functions known or proposed to be associated with A1cf (52). Similar results were observed in a separate replicate gradient (Supplementary Figure S5). 

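With RNA profiles of gradient 1 and A1cf protein of gradient 2, 1074 of 9290 RNAs (11.6%) had an R over 0.85, over 16 shared fractions. Of the RNAs found with gradient 2, 782 could be tested in gradient 1 and 693 of them were over 0.85 there. A1cf was at rank 50 of the proteins by this count. Both counts use the same protein values, so the second is a replicate of the RNA measurement only.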

Notably, binding motifs for A1cf identified *in vitro* by BindNSeq were enriched in the 3′ UTRs of these 894 RNAs relative to all other RNAs in the gradient; these hexamers were also more highly conserved than other hexamers in all 3′ UTRs of mouse mRNAs (Figure 6B).

**Figure 6.**
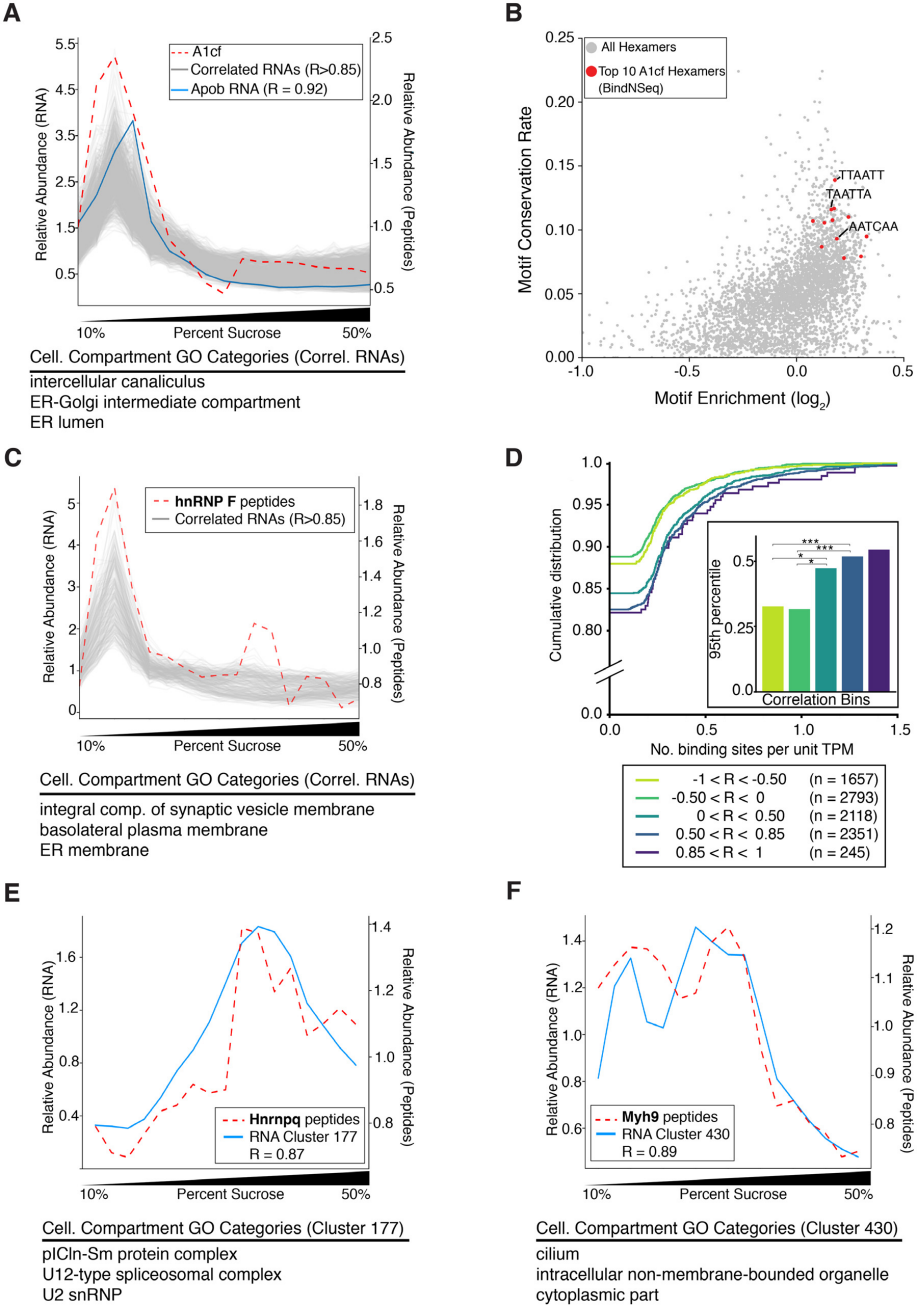
ATLAS-Seq reveals associations between RNA binding proteins and their RNA targets. (**A**) Distribution across the ATLAS-Seq gradient of relative peptide counts of APOBEC1 Complementation Factor (A1cf, red dashes), and normalized TPMs for apolipoprotein B (Apob, blue line). Pearson's R between A1cf and Apob = 0.92. Also shown are normalized TPMs for 894 RNAs correlating with a Pearson's *R* > 0.85 (gray). Shown below are GO Cellular Compartment terms associated with these RNAs. (**B**) Hexamers plotted by log_2_(foreground / background counts) on the x-axis and conservation rate on the y-axis, where foreground counts were obtained from 3′ UTRs in the set of 894 RNAs correlating > 0.85 from (A) and background counts were obtained from all other RNAs in the gradient. Conservation rate was computed across all mouse Refseq 3′ UTRs as fraction of instances showing full conservation across mouse, human, rat, and dog multi-alignments. The top 10 BindNSeq A1cf hexamers are highlighted in red. (**C**) Relative peptide counts for heterogeneous nuclear ribonucleoprotein F (hnRNP F, red dashes) and normalized TPMs for RNAs correlating with Pearson's *R* > 0.85 (gray). (**D**) Cumulative distribution of the number of hnRNP F CLIP binding sites per unit TPM for groups of RNAs separated by Pearson's correlation to relative abundance of hnRNP F peptides. *P < 0.05, **P < 0.001 as assessed by Wilcoxon rank-sum test. (**E**) Relative peptide counts for heterogeneous nuclear ribonucleoprotein Q (hnRNP Q/Syncrip, red dashes) and mean TPM profile for the RNA cluster best correlating with hnRNP Q peptide counts (blue line). Shown below are GO Cellular Compartment terms enriched in that cluster. (**F**) Relative peptide counts for Myosin-9 (Myh9, red dashes) and mean TPM profile for the RNA cluster best correlating with Myh9 peptide counts (blue). Shown below are GO Cellular Compartment terms enriched in that cluster.

To further assess whether the abundance of specific RBPs across the gradient might be associated with the localization of their target RNAs, we identified RBPs in our mass spectrometry dataset for which functional binding data was also publicly available. We focused on hnRNP F, for which there is publicly available CLIP-Seq data from HEK293T cells (53). 

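By Pearson's R with hnRNP F protein over 17 fractions of gradient 2, the 9269 RNAs in the clustering fell into 1668 RNAs under −0.5, 2823 from −0.5 to 0, 2138 from 0 to 0.5, 2387 from 0.5 to 0.85 and 253 over 0.85. The last group is 2.73% of the RNAs, and 119 of the other proteins had as many or more RNAs over 0.85. The number of RNAs over 0.85 depended on the replicate and on the mass spectrometry sets. With RNA of gradient 1 it was 596, and with proteins scaled in each set it was 9. Of the 253 RNAs, 233 could be tested in gradient 1, and 173 of these were over 0.85.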

We correlated all RNAs in our gradient to the peptide profile for hnRNPF and separated them by Pearson's correlation coefficient. The most strongly correlating RNAs (Pearson's *R* > 0.85) were enriched for specific GO categories, including ER membrane (Figure 6C, Supplementary Figure S5). We analyzed mouse orthologs of human RNAs bound by hnRNP F according to CLIP and found that more highly correlated RNAs showed a greater density of CLIP binding in 3′ UTRs relative to less correlated or anti-correlated RNAs, as measured by number of binding sites per unit of gene expression (Figure 6D).

To uncover additional RBP-RNA relationships that may drive co-sedimentation patterns, we identified 134 RBPs (see Methods) supported by mass spectrometry peptides across our ATLAS-Seq gradient. 

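Of the RNA binding proteins listed in Table S7, 127 have values in Table S1. The mean profiles of the clusters of at least 20 genes were compared with each, and 58 of the 127 (45.7%) had an R over 0.85 with at least 1 cluster over the 17 fractions. Of the 265 other proteins, 130 (49.1%) did (two-sided Fisher's exact test, p = 0.589). With proteins scaled in each mass spectrometry set, 10 did, and with clusters of any size, 108 did.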

We correlated their profiles to all ATLAS-Seq RNA clusters (Supplementary Figure S6) and found 71 RBPs whose peptide counts correlated to our previously defined RNA cluster profiles (Pearson's R>0.85). While functional connections between most of these RBP-RNA cluster pairs are unknown, some relationships observed are consistent with known functions of the RBPs. For example, heterogeneous nuclear ribonucleoprotein Q (hnRNP Q/SYNCRIP) correlated most strongly with cluster 177 (Pearson's *R* = 0.86), which contains RNAs encoding proteins in the pICln-Sm protein complex, the U12-type spliceosomal complex, and U2snRNPs (Figure 6E, Supplementary Table S7). 

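Syncrip protein had its highest Pearson's R with the mean profile of cluster 177, of 133 genes, at 0.869 (rho 0.885; two-sided permutation test, p = 1e-05 for both and adjusted p = 4e-05 over 4 proteins, which does not account for the choice among the clusters). Without the 2 fractions farthest from the median R was 0.810. Cluster 181 followed at 0.855, so the order of the first clusters is close. With RNA of gradient 1 cluster 177 was again the highest, at 0.886. Within the mass spectrometry sets R was 0.853 and 0.783. The mean profile of cluster 177 was highest at fraction 13 of gradient 2, at 1.92 times its mean, and neighboring fractions are not independent.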

Consistent with this pairing, HnRNP Q interacts with Survival of Motor Neuron (SMN) complex (54), is a component of the spliceosome, and has been proposed to link the SMN complex to splicing functions (55). 

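Myh9, the heavy chain of a nonmuscle myosin, has 2 entries in Table S1. With their values averaged, cluster 428, of 23 genes, had the highest Pearson's R over the 17 fractions, at 0.814 (rho 0.860; two-sided permutation test, p = 1.3e-04 for R and 5e-05 for rho, adjusted p = 1.3e-04 over 4 proteins). These p-values do not account for the choice of cluster 428 among the clusters. R without the 2 fractions farthest from the median was 0.794. With cluster 430, which holds 104 genes and was highest at fraction 9, R was 0.794 in gradient 2. With RNA of gradient 1 the order was the other way, at 0.820 for cluster 430 and 0.802 for cluster 428. The 2 entries differed: the first had an R of 0.476 with cluster 430 and the second 0.885. Within the mass spectrometry sets, R of the averaged values with cluster 428 was 0.299 and 0.859.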

As another example, we observed that Myosin-9 (Myh9) correlates best with cluster 430 (*R* = 0.90), which contains RNAs encoding cilium components (Figure 6F, Supplementary Table S7). Myh9 is an RBP that also contains a motor domain and has been shown to compete with Myh10 to inhibit cilium biogenesis (56). Taken together, these results support the ability of ATLAS-Seq to predict RBP-RNA associations and their regulatory connections.

## DISCUSSION

We have used ATLAS-Seq to uncover unexpected relationships between sucrose gradient sedimentation profiles of RNAs encoding proteins involved in similar biological functions. Deep sequencing of RNA transcriptome-wide and mass spectrometry of peptides with high resolution across the gradient facilitated the discovery of these relationships and characterized the presence of cellular microenvironments to which RNAs are sorted. Surprisingly, subtle differences in profile shape can resolve differences in the composition of cellular compartments. These profiles likely reflect not only engagement with large macromolecules such as the ribosome, but also membranes and other structures with distinct physiochemical properties. We observed that these interactions were reflected in the divergence of ribosome footprint profiles from ATLAS-Seq. Future studies directly comparing polysome profiles to ATLAS-Seq or other gradients prepared by diverse detergents, cytoskeletal disruptors, or other agents might further elucidate how various interactions drive sedimentation profiles.

Distinct microenvironments in the cell arising from these interactions—the sum of weak attractive and repulsive forces between biomolecules—may create the appropriate settings for translation, sorting, decay, and other cellular processes. Although these specialized environments are sometimes membrane-bound organelles, our observations suggest they may also reflect membrane-less organelles in the cytoplasm such as the proteasome, sites of spliceosome component assembly, or even RNP granules. These RNP granules could contain single mRNAs bound to multiple RBPs, or perhaps supra-molecular assemblies in which multiple RNPs are linked via protein–protein, protein–RNA or even RNA–RNA interactions. Thus, there exists spatial organization among thousands of RNAs revealed by physical separation across a density gradient. The observations here provide a blueprint for how RNAs might map to specific subcellular microenvironments in liver cells and provide insights into higher scale organization of the transcriptome.

Interestingly, correlations of RNA to their encoded proteins revealed that most RNA-protein counterparts are not co-localized, but that some are, most notably those encoding membrane and secreted proteins. In these cases, the co-localization may reflect co-translational insertion into specific lumenal compartments. However, both RNAs with and without signal peptide sequences often co-sedimented, suggesting that there may be additional signals within RNA that influence their localization. Notably, proteins encoded by co-sedimenting RNAs also tend to co-sediment, suggesting regulatory mechanisms that bridge the subcellular localization of each molecule. This has been previously observed for specific mRNAs at the isoform level; for example, localization of some proteins has been shown to be directly influenced by 3′ UTRs of their mRNAs via association with membraneless organelles such as TIGER domains (57). This is consistent with our findings that isoforms with distinct last exons and 3′ UTRs showed distinct sedimentation patterns associated with increased phylogenetic conservation. Indeed, alternative 3′ UTRs have been shown to localize mRNAs to neurites versus soma (15). Whether RNAs co-localize with their encoded proteins may also depend on cell type and/or cell state and remains to be further characterized.

A key goal in studies of RNA sorting and localization is to identify RNA elements and RBPs that might define subcellular localization of RNAs and locally translated proteins. Only a small fraction of putative RBPs have been functionally characterized, but co-sedimentation of RBPs and RNA targets may reveal functional interactions. In summary, high resolution subcellular fractionation on a transcriptome-wide scale can provide important insights into the regulation of higher order, subcellular compartmentalization of mRNAs by revealing groups of RNAs that co-segregate within the cell and implicating post-transcriptional processes and *trans*-factors associated with these microenvironments.

## DATA AVAILABILITY

Raw sequencing reads for all samples are available through the NCBI via GEO Accession GSE140630. An interactive browser that allows users to explore profiles of transcripts, proteins, and ATLAS-Seq clusters can be found at http://ericwanglab.com/atlas.php.

## Supplementary Material

gkaa334_Supplemental_Files Click here for additional data file.

# Supplementary material for: Transcriptome-wide organization of subcellular microenvironments revealed by ATLAS-Seq
**Source:** Nucleic Acids Res. 2020 May 18;48(11):5859–72. doi: 10.1093/nar/gkaa334

## Supplemental Information

Supplemental information includes 5 figures and 9 tables and can be found below.

### Supplemental Figure Legends

#### **Figure S1. Related to Figure 1. Correlation in gene expression between ATLAS-Seq gradient replicates.**

Heatmap showing Pearson correlation coefficients of gene expression between all pairs of RNA-Seq libraries from sucrose fractions from both ATLAS-Seq gradients. Gradient 2 is shown in the main **Figure 1**.

#### **Table S1. Related to Figure 1.**

Mass spectrometry counts for all proteins identified in this study. Gene names are listed, followed by Uniprot protein accession IDs, a description of the protein, and relative peptide abundances in each fraction for the protein. Mass spectrometry was conducted on gradient 2, with 1 technical replicate. The data reflect the aggregate of both technical replicates.

#### **Table S2. Related to Figure 1.**

TPM values for all Refseq Genes for which at least 1 fraction has TPM > 1. Data from both gradients are shown here, and the gradient number is indicated in the worksheet name. Data from gradient 2 is highlighted in all main figures.

#### **Table S3. Related to Figure 1.**

Worksheet 1: GO enrichments for each RNA cluster. Cluster number is in the left-most column, followed by GO enrichment. Subsequent columns show the observed number of genes in the GO category, the expected number of genes in the GO category, the fold enrichment, and p-value. The final column marks whether a cluster is designated as an ER cluster as defined by GO analysis.

Worksheet 2: Hierarchical clustering assignments from clustering of gradient 2.

Worksheet 3: Clusters analyzed in Figure 3A (those that contain more than 20 genes).

**Figure S2. Related to Figure 3. ER clusters possess distinct differences in subgroups of ER organelles they encode.** A) Heatmap of GO enrichment categories for different ER clusters highlighted in Fig. 3A. B) Normalized TPM profiles across the gradient for ER clusters identified in Figure 3A.

**Figure S3. Related to Figure 3. smFISH of mouse liver reveals subcellular localization of RNAs in a manner consistent with other established techniques.** smiFISH for RNAs encoding Fn1, Psma1, and Psmb1, Adrm1 in 7  $\mu$ M cryosections of FVB mouse liver. Nuclei were stained by DAPI (blue).

#### **Table S4. Related to Figure 3.**

Probe sequences for smiFISH analyses. Gene names and probe sequences are provided for each smiFISH probe set. For the smiFISH, Y-flap was used as the secondary probe in all cases with either Cy3 or Cy5 used as the fluorophore indicated.

**Figure S4. Related to Figure 4. Most RNAs are anti-correlated with the proteins they encode across the ATLAS-Seq gradient.** A) Normalized TPM (red line) and peptide counts (blue line) across the ATLAS-Seq replicate gradient 1 for Albumin (Alb, top panel), and 26S proteasome non-ATPase regulatory subunit 2 (Psm2, bottom panel). Pearson correlations between RNA and protein are shown. B) Distribution of Pearson correlations between RNAs from gradient 1 and the proteins they encode (from gradient 2) for 404 genes. Dashed lines denote correlation thresholds used in subsequent GO analyses. C) Proportion of genes from **Figure 4B** predicted to be secreted by SignalP. Genes were separated into two groups – the top  $n^{\text{th}}$  percentile and the bottom  $n^{\text{th}}$  percentile. The proportion of each group containing genes with signal sequences is shown. Top  $n^{\text{th}}$  percentiles are depicted in light gray and bottom  $n^{\text{th}}$  percentiles are depicted in dark gray.

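With RNA of gradient 1 and protein of gradient 2, 16 fractions were shared. Of 365 genes, 257 (70.4%) had a negative Pearson's R, with a median of −0.457. Shuffles of the proteins among the RNAs had a median of 0.006 (two-sided permutation test, p = 1e-04, the smallest that 10000 shuffles can give). The protein values are the same as in the comparison with gradient 2, so this repeats the RNA part of the measurement.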

**Table S5. Related to Figure 4.**

Worksheet 1: RefSeq gene symbol followed by the Pearson's correlation coefficient between the RNA and protein of each gene, sorted by most to least correlated.

Worksheet 2: GO enrichment results (by Gorilla GO analysis package) sorted from most to least correlated. Highest ranked values are for genes whose RNA and protein counterparts are the most positively correlated.

Worksheet 3: GO enrichment results for genes whose RNA and protein counterparts are the most negatively correlated.

**Table S6. Related to Figure 5.**

Worksheet 1. RefSeq gene symbol followed by AFE psi values for each fraction of gradient 2.

Worksheet 2. RefSeq gene symbol followed by AFE psi values for each fraction of gradient 1.

Worksheet 3. RefSeq gene symbol followed by ALE psi values for each fraction of gradient 2.

Worksheet 4. RefSeq gene symbol followed by ALE psi values for each fraction of gradient 1.

**Figure S5. Related to Figure 6. Selected RBPs and co-sedimenting RNAs in ATLAS-Seq gradient 1.** A) Normalized mass spectrometry peptide counts for heterogeneous nuclear ribonucleoprotein F (dashed red, hnRNP F) and mean normalized TPMs for RNAs that correlate with a Pearson correlation coefficient  $> 0.85$  (gray). Top GO cellular compartment enrichment categories are listed below the figure. B) Normalized mass spectrometry peptide counts for APOBEC1 Complementation Factor (dashed red, A1CF) and mean normalized TPMs for RNAs that correlate with a Pearson's correlation coefficient greater than 0.85 (gray). Shown below each panel are cellular compartment GO categories for the best correlating RNAs.

**Figure S6. Related to Figure 6. Correlations of RBP peptide profiles to ATLAS-Seq profiles.** Heatmap of Pearson's correlation between each RBP peptide (from mass spectrometry) to each ATLAS-Seq cluster profile containing at least 20 genes. Both RBPs and ATLAS-Seq profiles were hierarchically clustered. The cluster dendrogram is shown above.

**Table S7. Related to Figure 6.**

Worksheet 1. RefSeq gene symbol for each RBP followed by most correlated cluster and the Pearson's correlation coefficient between the peptide profile for the RBP profile and the mean profile of the RNA cluster.

Worksheet 2. RefSeq gene symbol for each RBP along with the top 5 most correlated clusters. Pearson's R values are provided.

# Figure S1

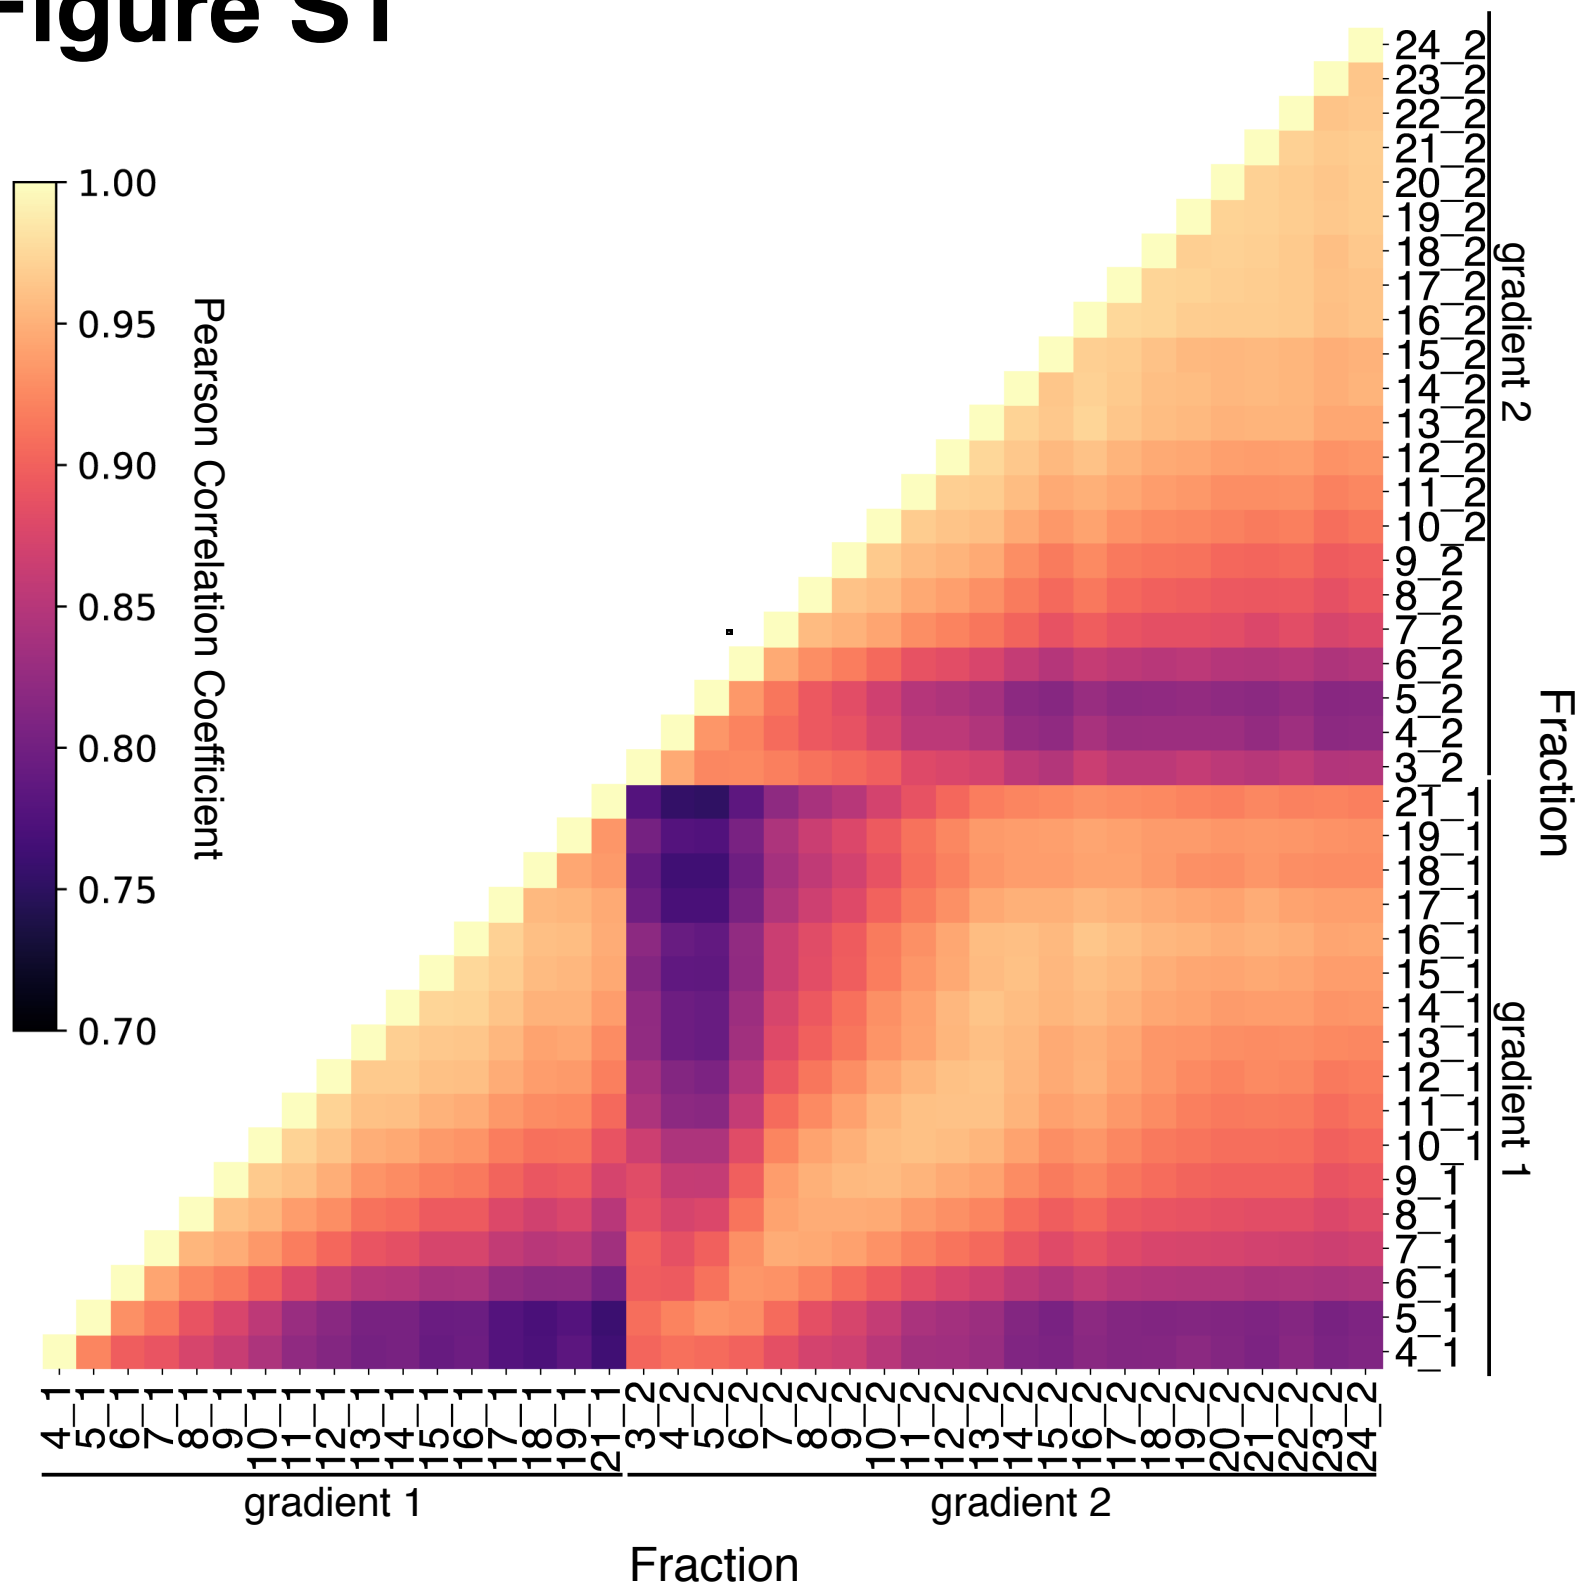

# Figure S2

## A

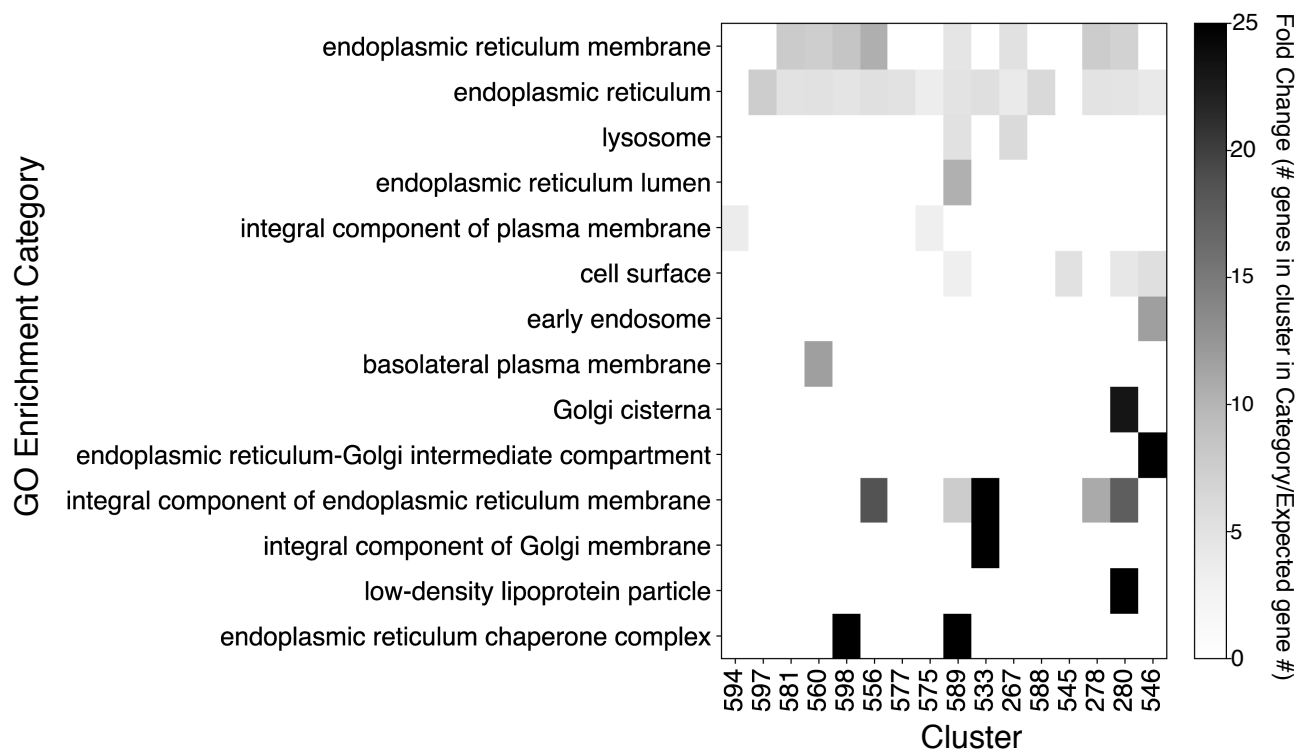

## B

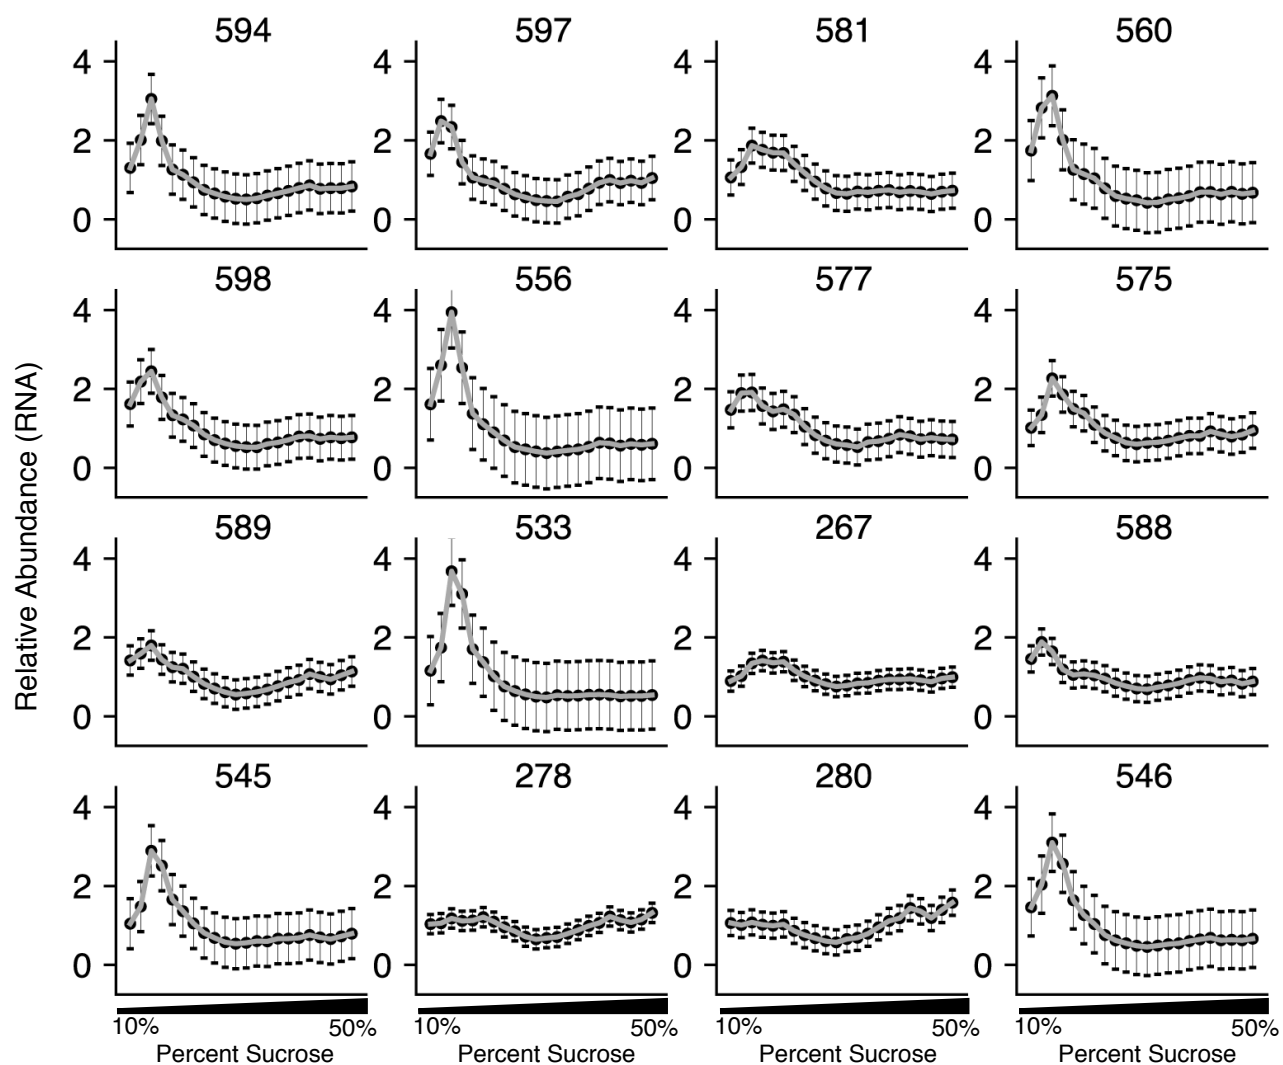

Figure S3

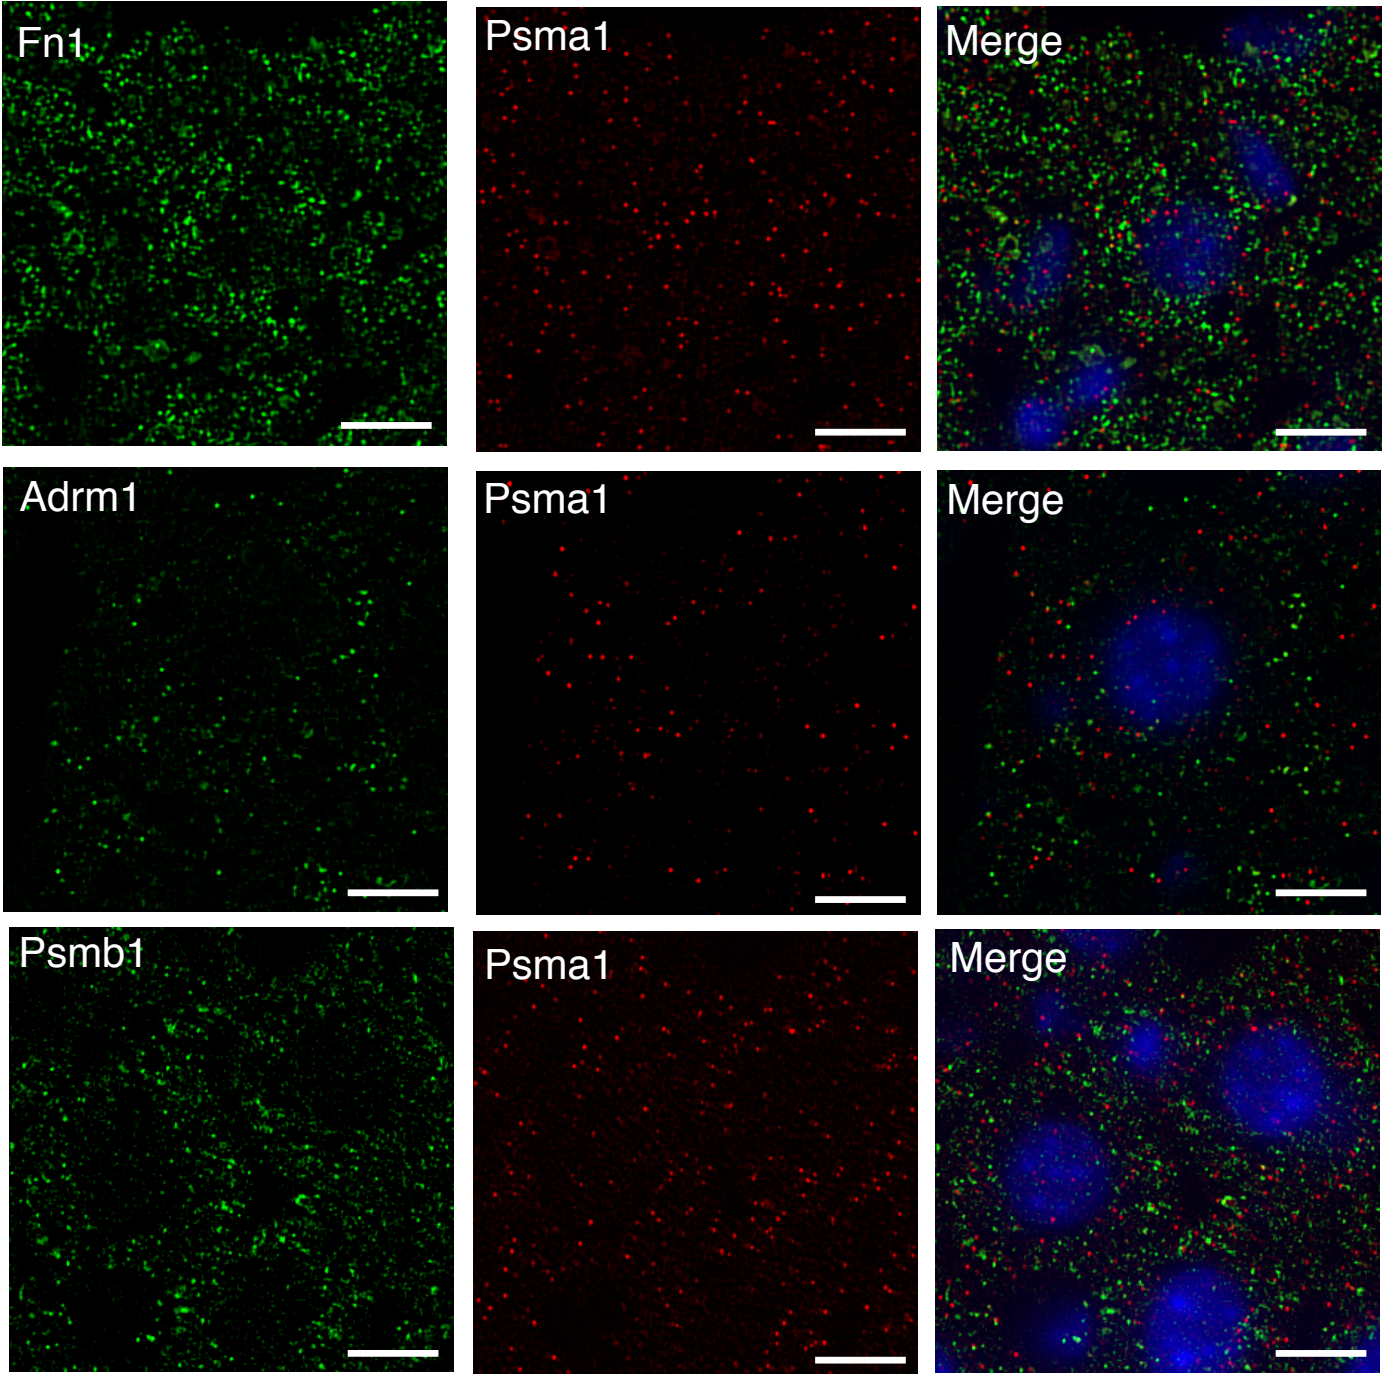

**Figure S4**

**A**

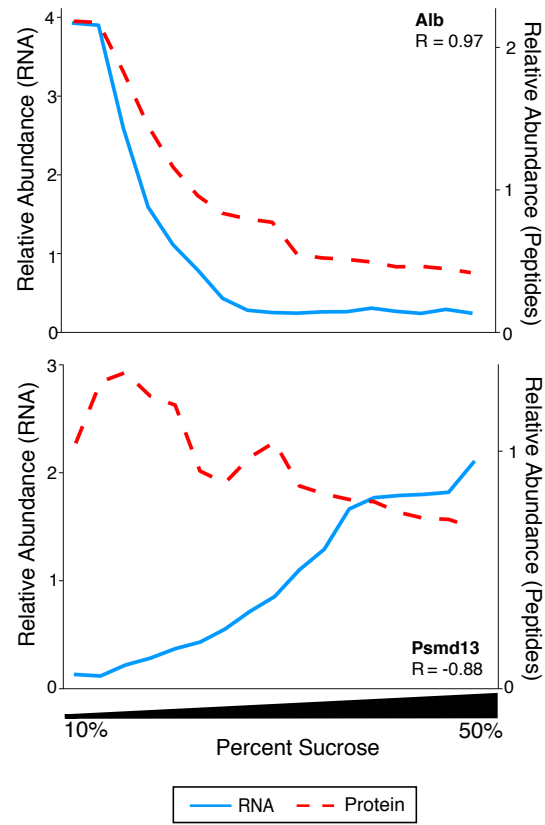

**B**

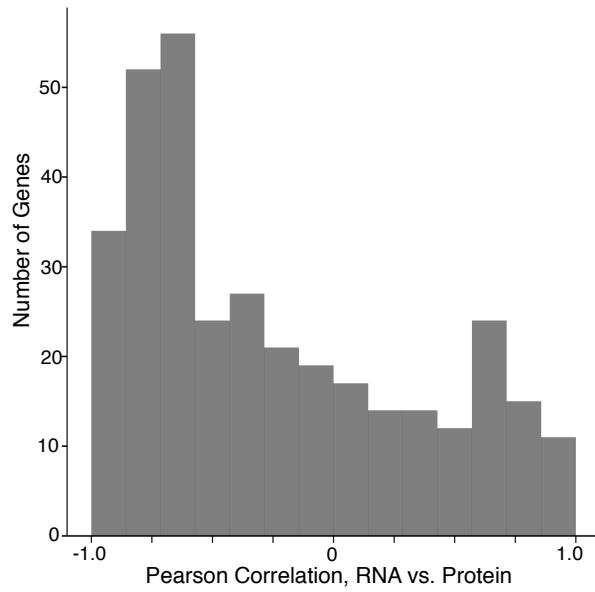

**C**

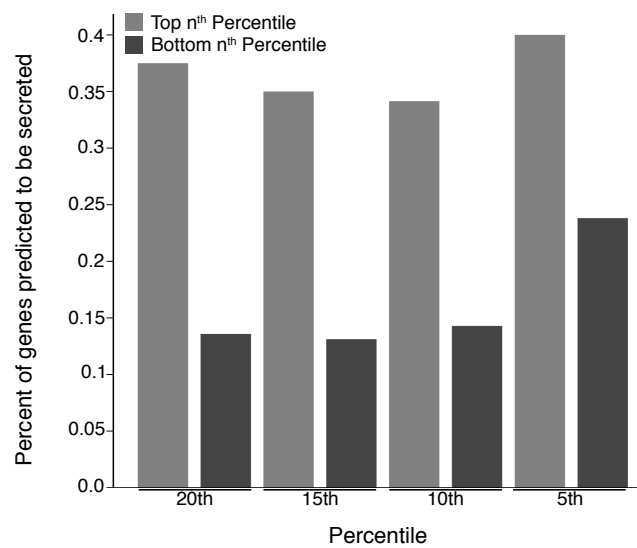

# Figure S5

**A**

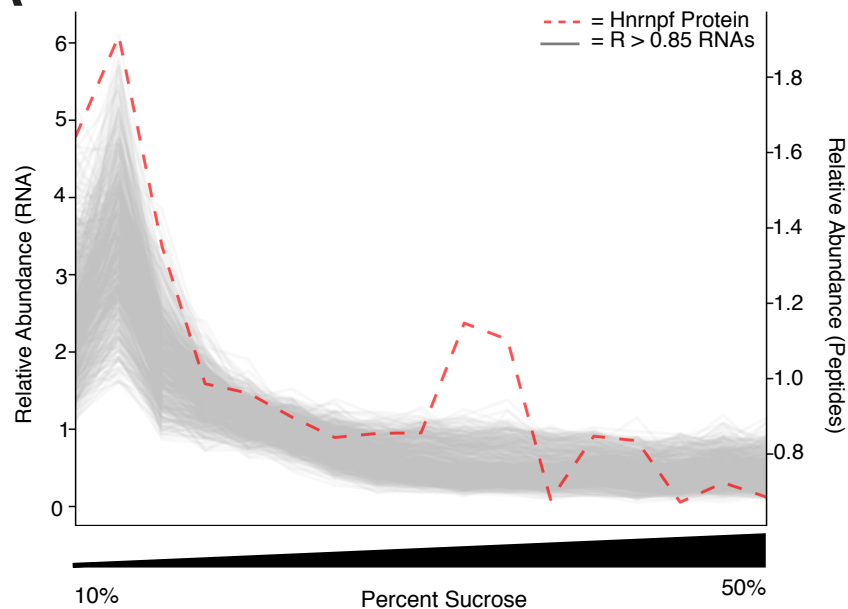

## Correlated RNA GO Enrichment Categories

### *Cellular Compartment:*

Derlin-1 retrotranslocation complex  
cis-Golgi network  
integral component of endoplasmic reticulum membrane  
endoplasmic reticulum-Golgi intermediate compartment  
endoplasmic reticulum lumen  
rough endoplasmic reticulum

**B**

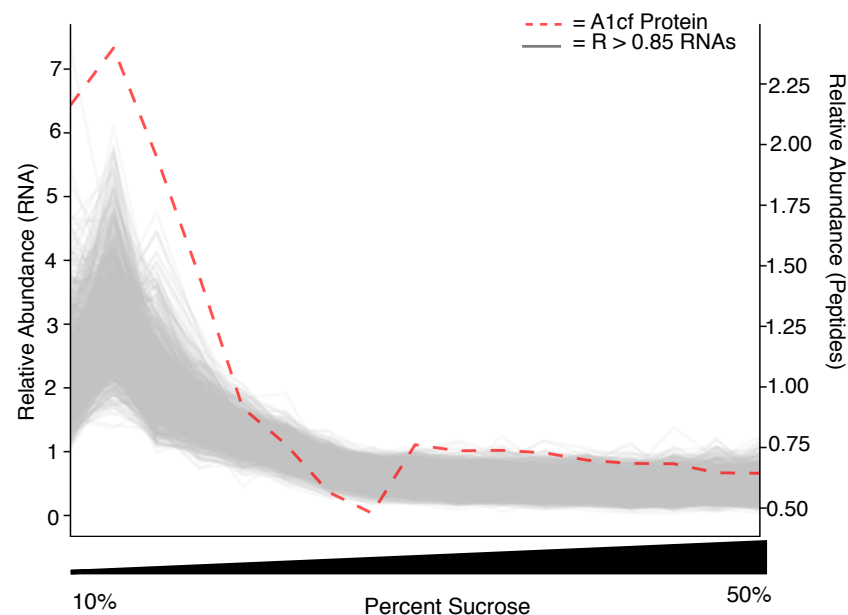

## Correlated RNA GO Enrichment Categories

### *Cellular Compartment:*

endoplasmic reticulum chaperone complex  
endoplasmic reticulum-Golgi intermediate compartment  
integral component of endoplasmic reticulum membrane  
smooth endoplasmic reticulum  
plasma lipoprotein particle  
COPII-coated ER to Golgi transport vesicle

### Figure S6

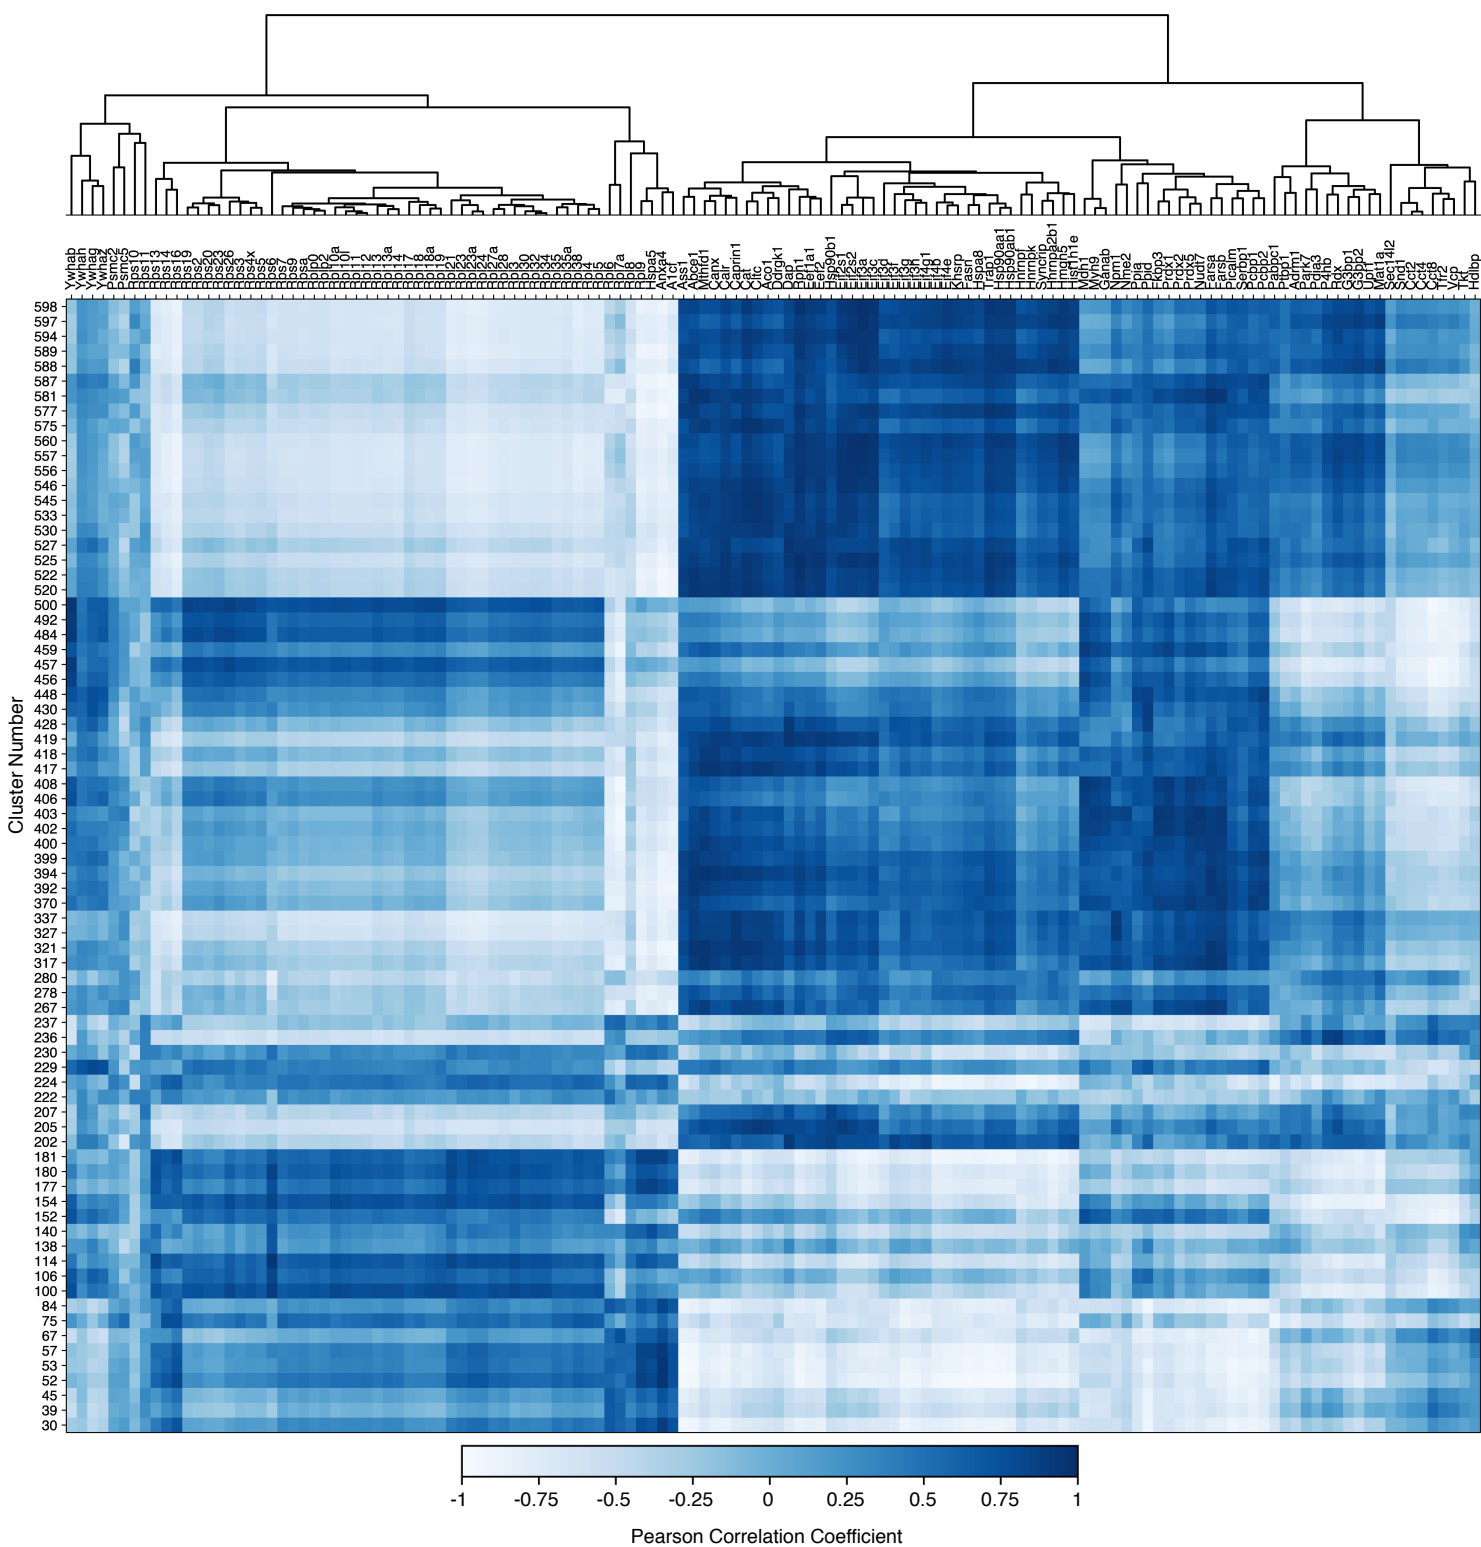

**Supplement:** gkaa334_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

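RNA was measured in 39 libraries from sucrose gradients of wild-type female mouse liver, 17 of gradient 1 and 22 of gradient 2. All libraries are of the same condition and differ in the fraction and the gradient. The authors made stranded libraries of RNA depleted of ribosomal RNA, pseudo-aligned the reads with Kallisto to an index of mm10 RefSeq transcripts, and deposited TPM per gene symbol for each gradient, with genes kept where TPM was over 1 in at least 1 fraction. No gene in either deposited table had a highest TPM of 1 or less, and no symbol was repeated. How transcripts were summed to genes, and the version of Kallisto, are not stated in the paper's text. The number of value columns that could not be matched to a sample was 0. TPM holds no counts, so the depth per library and the counting error of each value are unknown from the values used here, no count model was used, and the precision of a value is known only from the spread between the 2 gradients.

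The protein values are the paper's, from Table S1: relative peptide amounts of 440 entries in 17 fractions of gradient 2, as an aggregate of technical replicates and without a biological replicate. Cluster numbers, correlations and lists of the paper were taken from Tables S3, S5 and S7. Table S3 was used to choose the settings of the clustering, and only a part of it was readable.

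From these values, profiles were made by dividing each gene's TPM by its mean over the fractions of its gradient. Profiles were clustered with average linkage and Euclidean distance into the paper's number of clusters, 635. Correlations are Pearson's R with Spearman's rho beside it, tested with 100000 permutations of the fractions, or by exact enumeration with fewer than 10 fractions, and adjusted by the Benjamini-Hochberg method within each family. Permutations treat fractions as exchangeable, which neighboring fractions are not. Medians over genes or clusters were compared with 10000 shuffles or random lists. The zone contrast used limma with a trend in eBayes on means of log2(TPM + 1) over 4 fractions per zone, for 24 libraries, and fold changes on this scale understate changes of low genes. Genes are named if the paper names them with a profile, or if they are among the 5 largest rises and 5 largest falls from the light to the dense zone with an adjusted p under 0.05, a mean TPM of at least 10 and the same direction in both gradients. This rule, the tests and the main alternatives were set before the data were examined, apart from those said in the text to have been chosen afterwards.

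The zones of a gradient come from the same homogenate, so the gradient pairs them. The deviations of the gradients from their mean correlated across genes between the light and middle zones (r = 0.665), the light and dense zones (r = 0.540) and the middle and dense zones (r = 0.798). The contrast was therefore also fitted with the gradient as a block.

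The permutation tests of a correlation, of similarity against distance, of cohesion and of a gene list, limma and the clustering were tested on simulated data. Fisher's exact test, the shuffles of proteins among RNAs and the permutation test of the change in center were not. In 200 simulations the permutation test of a correlation detected 100% of true relations and called 2.5% of absent ones. The simulated fractions were independent of each other. The 2.5% therefore does not give the rate for real profiles, where neighboring fractions are alike. The test of similarity against distance detected 100% and called 4% in 50 simulations, the test of cohesion within clusters 100% and 0% in 20, and the test of a gene list 100% and 10% in 20. The clustering recovered 30 simulated clusters of 600 genes with an adjusted Rand index of 1. The sizes of change recovered by limma are given beside the zone contrast.

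Alternatives were the log scale, the pseudocount (0.1 in place of 1), filters on mean TPM (none, 1 or 10), gradient 1 in place of gradient 2, TPM rescaled without the 50 most abundant genes, quantile normalization, other borders of the zones, shifts of the fraction numbers, thresholds on R (0.9 in place of 0.85), and the treatment of the mass spectrometry sets. Gene coordinates and lengths were taken from GENCODE release M21 for GRCm38, the same assembly as mm10. Mitochondrially encoded RNAs, ribosome footprints, CLIP data, images, signal peptides, isoforms and gene ontology were not analysed here.

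The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0, R 4.3.3 and limma 3.58.1.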

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

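The RNAs named here are outside those the paper discusses and take at least 5% of the TPM of a fraction in both gradients, and all tests given for them, apart from that of short RNAs, were chosen only after these shares were seen. The libraries differ in fraction and gradient and not in a condition, so no biological explanation was tested.

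Rpph1, the RNA of ribonuclease P (chromosome 14 of GRCm38, 50807449 to 50807767, 319 nucleotides), took 22.1% of all TPM in fraction 3 of gradient 2 and fell to 0.035% at fraction 20. A single aberrant gradient is argued against, since Rpph1 took 24.9% of TPM in fraction 4 of gradient 1, and its shares correlated between the gradients over 17 fractions (R = 0.973, rho 0.858, permutation tests, p = 1e-05 and 3e-05; R = 0.984 without the 2 fractions farthest from the median). A bias on short RNAs that differs between fractions stays open. Of 253 other RNAs under 400 nucleotides, 86.6% fell from the light to the dense zone, with a median of −1.31 on the log2 scale against −0.43 for all genes, while Rpph1 changed by −6.17, a fall larger than those of 99.2% of them. Rpph1 was singled out for its share, so its extreme rank does not decide the question. Small structured RNAs that carry no ribosomes could stay near the top of the gradient. Of 8 such RNAs listed for the test, 3 were tested (Rmrp, Terc and Vaultrc5) and all 3 fell in both gradients, with changes of −4.88, −5.28 and −1.83, but 3 are too few where most short RNAs fall. These explanations cannot be told apart with these data. Rpph1 overlaps Ccnb1ip1 on the same strand, so part of its TPM could be shared. Since TPM sums to a fixed total, this share lowers the TPM of other RNAs in the lightest fractions.

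Rn45s, the precursor of ribosomal RNA, took up to 7.40% of TPM in gradient 2 (fraction 22) and up to 5.98% in gradient 1 (fraction 8), although the libraries were depleted of ribosomal RNA. Over 17 fractions its shares had an R of 0.551 between the gradients (permutation test, p = 0.0219; rho 0.453, p = 0.0709; R = 0.474 without the 2 fractions farthest from the median). Chance differences between libraries in what the depletion left, and a pattern shared by the gradients, cannot be told apart with this relation, which is weak and does not hold by rank. The number of reads per library, which would bear on it, was not used here.

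Fabp1, which encodes liver fatty acid binding protein (chromosome 6 of GRCm38, 71199827 to 71205023), took 5.48% of TPM at fraction 13 of gradient 2. A single aberrant gradient is argued against by gradient 1, where its highest share was 8.95%, also at fraction 13. It was over 5% in 4 fractions of gradient 1 and in 3 of gradient 2, and these 3 were over 5% in both. Its shares had an R of 0.972 over 17 fractions (permutation test, p = 1e-05; rho 0.966). Its share was lowest at fraction 5 in both, at 0.235% and 0.247%. Biases of library preparation that act alike in both gradients were not tested and stay open.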

How the results depend on the processing

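The alternatives were set before the results were seen, apart from the peak of genes in the clustering, the scaling of both RNA and protein, and the center over shared fractions, which were chosen only after the results were seen. Of 24 results, 9 kept their direction and side of the threshold, or stayed within the spread, under all their alternatives.

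Among these, the decrease of similarity with distance ran from a rho of −0.85 to −0.681 over 6 alternatives, the positive pairs of RNAs from an R of 0.886 to 0.965 and the negative pairs from −0.968 to −0.769 over 3, and the share of negative RNA-protein correlations from 61.1% to 72.6% over 10. Proteasomal RNAs had a median R of 0.859 to 0.919. For these the filter at a TPM of 10 removed no gene and tests nothing. Rescaling without the 50 most abundant genes leaves no value for Alb, which is one of them.

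The treatment of the 2 mass spectrometry sets, whose fractions were inferred from the values, changed most results that use protein values. With protein values scaled to the same mean in each set, the R of Psmd13 was −0.288 and of Psmd2 −0.458, both with an adjusted p over 0.05, protein cohesion within RNA clusters was −0.00277, above the median of shuffles (−0.0353) and not distinguishable from them, and the counts were 5 RNAs with A1cf, 9 RNAs with hnRNP F and 10 RNA binding proteins. Within the second set the R of Alb was reversed at −0.85, and those of Psmd2 (−0.565) and of A1cf with Apob (0.099) had an adjusted p over 0.05. Within the first set cohesion was 1.34e-04. The adjusted p of a named pair ran up to 0.818 and the p of cohesion up to 0.237 over their alternatives. Part of this follows from the construction, since scaling removes any difference in level between the sets and each set holds fewer fractions. The rest of the cause was not tested.

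On log2(TPM + 1) profiles there were 23 clusters of at least 20 genes, a concordance between gradients of 0.895, 518 RNAs with A1cf and 49 with hnRNP F. The cause was not tested. A mean TPM of at least 10 gave a concordance of 0.937, 97.4% of genes with a peak of at most 4, 574 RNAs with A1cf, 164 with hnRNP F and 4798 genes between the dense and light zones, with fewer genes tested. Without a filter on TPM the concordance was 0.881 and 88.7% of genes peaked at most at 4, and among genes in the clustering 98.3%. Shifts of gradient 2 by 1 fraction gave concordances of 0.800 and 0.793. An R over 0.90, by construction stricter, gave 495, 24 and 36 for A1cf, hnRNP F and RNA binding proteins, and all clusters in place of the larger ones 108 RNA binding proteins. With gradient 1 in place of gradient 2, hnRNP F had 596 RNAs, and 94.5% of genes peaked at most at 4. The cause was not tested. The center of cluster 589 differed from all RNAs by −2.39 fractions in gradient 1. Part of the gap to gradient 2 follows from the fractions, since over the shared ones gradient 2 gave −0.768, and explanations of the rest are weighed among the other observations.

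With the gradient as a block, 8478 genes differed between the middle and light zones and 6275 between the dense and middle zones, against 5589 and 3208 without the block. The block takes out the spread shared by the zones of a gradient. Of 31 named genes under 7 alternatives of the zone contrast, 216 of 217 values kept their direction and side of the threshold. The exception was Casp9, whose change of −0.43 had an adjusted p of 0.0207 with the block, and from 0.176 to 0.426 in the other alternatives (limma). The block changed no other call of a named gene. In single gradients, 1 of 62 values had another sign: Chtop, at 0.17 in gradient 1 and −0.05 in gradient 2, had no difference between the zones (adjusted p = 0.8, limma).

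The result for mitochondrially encoded RNAs and its 3 alternatives were not computed, and these RNAs are not analysed here. TPM holds no depth, so no result was weighed by the number of reads behind it.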

Differences from the paper's values

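No test in this part was chosen after the result was seen, except where it is said. Values of the paper are marked as such.

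The proteins of cluster 53 had a median pairwise R of 0.617, and the paper's value is 0.65. Their RNAs had a median R of 0.964, and the paper's value is 0.97. There is no spread for the proteins, and the difference was set against the rounding of the paper's value. No alternative set before the data were examined bears on these values. With the 24 entries of Table S1 left without averaging, a setting chosen after seeing the values, the proteins had a median R of 0.643 and the RNAs 0.967.

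Myh9 protein had an R of 0.794 with cluster 430, and the paper's value is 0.90 in its text and 0.885 in Table S7. With RNA of gradient 1 R was 0.820, and no alternative set before the data were examined brings it to the paper's value. The second of the 2 entries of Myh9 in Table S1, taken alone, had an R of 0.885 with cluster 430, a setting chosen after seeing the values. The paper gives cluster 430 as the best match, while with averaged values cluster 428 was higher in gradient 2, at 0.814. In gradient 1, cluster 430 was above cluster 428, which had an R of 0.802.

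The paper's text gives 71 RNA binding proteins with an R over 0.85 with a cluster, among 134, while Table S7 lists 64 over 0.85, so the paper's counts differ from each other. Here 58 of the 127 listed proteins that have values in Table S1 were over 0.85, fewer than either count. The cause was not tested.

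The paper orders clusters 522, 30 and 114 from lighter to denser. Here the highest points were at fractions 5, 23 and 12 of gradient 2, with cluster 30 the densest in both gradients. Cluster 30 was enriched less than the paper's range, at 1.75 times its mean. The paper states that RNAs of cluster 280 are depleted in the center of the gradient, which holds in gradient 2, while in gradient 1 the dense zone was at 0.732 and the middle zone at 0.712. The legend of Fig. 4A names Psmd2 where the text names Psmd13; both were anti-correlated here, at −0.982 and −0.875.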

Other observations

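The tests of an offset between the gradients and of cohesion within the lighter fractions were chosen only after the result was seen. The design holds 1 condition, so no biological explanation was tested for any pattern in this part.

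RNAs of clusters 280 and 589 lay farther down gradient 2 than gradient 1. Over the 17 shared fractions, the center of cluster 280 moved by 2.05 fractions and that of cluster 589 by 1.57, at ranks 1 and 4 of the moves of 76 clusters, where the center of all RNAs moved by −0.103. A hypothesis is that RNAs at membranes of the endoplasmic reticulum sedimented farther in gradient 2. It was tested on 12 other clusters that Table S3 marks for this compartment, in a part of it that was read in full. They moved by a median of 1.01 fractions (range 0.514 to 1.75) and 61 unmarked clusters by −0.069, a difference of 1.08 fractions (two-sided permutation test, p = 2e-05), and all 12 were above the median of the unmarked. An offset in fraction numbers is argued against, since shifting gradient 2 by 1 fraction lowered the median R between gradients from 0.904 to 0.800. A move of any cluster of the lighter part of the gradient is argued against as the general rule: 24 unmarked clusters with a center between fractions 7.56 and 10.4 in gradient 1 moved by a median of 0.026 (range −0.183 to 1.25), a difference of 0.980 from the marked ones (permutation test, p = 7e-05). Unmarked clusters are among those that moved as far as the marked ones: cluster 594 by 1.25 and cluster 587 by 0.887, and, outside that window of centers, cluster 557, the lightest of all, by 0.995 and cluster 75 by 1.28. The move was therefore not limited to marked clusters. The pattern may reflect how the homogenate of each gradient was made or handled, which these data do not record. Clusters were formed on gradient 2 and are not independent, and the center weighs shares of RNA and not amounts. With 2 gradients, this stays a hypothesis.

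Longer RNAs could sediment farther because they hold more ribosomes and protein. Across 9236 genes (99.6% with a known length), the length of the longest annotated transcript had a Spearman's rho of −0.099 with the center of sedimentation in gradient 2 and of −0.104 in gradient 1. These are across genes, which are not independent replicates. The sign is opposite to that explanation in both gradients.

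That 72.1% of RNA-protein pairs correlate negatively was weighed against 3 technical explanations. A step between the mass spectrometry sets, as inferred here, is argued against as the whole cause, since 65.2% stayed negative after scaling within each set. An overall drift of RNA and protein in opposite directions would act on matched and shuffled pairs alike, while the median R of matched pairs differed from that of shuffled pairs by −0.470 (two-sided permutation test, p = 1e-04). A drift shared by all pairs is argued against as the cause of this difference. A few abundant RNAs that take most of the TPM are argued against, since 71.1% were negative without the 50 most abundant genes. Other explanations were not tested.

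Cohesion of proteins within RNA clusters was also weighed against a step between the sets. Within the second set alone, cohesion was 0.347 and above the highest of 10000 shuffles, 0.281, so the step is argued against as the cause of cohesion within these denser fractions. With proteins scaled to the same mean in each set, cohesion over all fractions was −0.003 and not distinguishable from shuffles (permutation test, p = 0.237). Scaling also removes any true difference in level between the sets, so that value does not decide the question. Within the first set cohesion was 1.34e-04 and not distinguishable from shuffles (median −0.079, permutation test, p = 0.0894), which is what the step would give. Cohesion within the lighter fractions was thus not shown, and how much of the cohesion over all fractions comes from the step stays open.

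Of the proteins in Table S1, 30 others had as many RNAs with an R over 0.85 as A1cf. If any protein with a peak in the light fractions reached such a count, most of the 221 proteins with a peak by fraction 7 would, and 26 did, A1cf included. In this form the explanation is argued against. Of the 30 other proteins, 25 had a peak by fraction 7, against 221 of all 392, so a light peak went with a high count. How much of the count follows from the peak stays open. The count places A1cf among the higher proteins and does not single it out.

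The share of RNA binding proteins with a correlated cluster may be one that smooth profiles reach by choosing the best of many clusters. With the fractions of the proteins in reversed order, which breaks their relation to the RNAs and keeps them smooth, 47 of 127 had an R over 0.85, against 58 in the true order. The excess of the true order was not tested.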
